# A Comparative Analysis of Gene and Protein Expression Throughout a Full 28-Day Retinal Regeneration Time-Course in Adult Zebrafish

**DOI:** 10.3389/fcell.2021.741514

**Published:** 2021-11-01

**Authors:** Ashley C. Kramer, Katherine Gurdziel, Ryan Thummel

**Keywords:** Müller glia, stem cell, gliosis, 3′RNA-seq, regeneration, retina

## Abstract

Following photoreceptors ablation by intense light exposure, adult zebrafish are capable of complete regeneration due to the ability of their Müller glia (MG) to re-enter the cell cycle, creating progenitors that differentiate into new photoreceptors. The majority of previous reports on retinal regeneration focused on the first few days of the regenerative response, which include MG cell-cycle re-entry and progenitor cell proliferation. With this study, we analyzed the full 28-day time-course of regeneration by pairing a detailed morphological/immunological analysis with RNA-seq transcriptional profiling at 8 key time points during retinal regeneration. We observed several novel findings. First, we provide evidence for two separate peaks of MG gliosis, with the secondary gliotic peak occurring after MG cell-cycle re-entry. Second, we highlight a distinct transcriptional shift between 5- and 10-days post lesion that highlights the transition from progenitor proliferation to differentiation into new photoreceptors. Third, we show distinctly different patterns of transcriptional recovery of the photoreceptor opsins at 28 days post lesion. Finally, using differential gene expression analysis, we revealed that the established functional recovery of the retina at 28 days post lesion does not, in fact, return to an undamaged transcriptional state, potentially redefining what the field considers complete regeneration. Together, to our knowledge, this work represents the first histological and transcriptomic map of a 28-day time-course of retinal regeneration in adult zebrafish.

## Introduction

According to the CDC, there are currently over 12 million Americans suffering from vision loss due to diseases affecting the retina, including diabetic retinopathy, glaucoma, and age-related macular degeneration (Wittenborn et al., 2013). To date, therapeutic attempts to replace lost retinal neurons have been met with limited success, and the process of true retinal regeneration remains elusive to mammals (Hamon et al., 2016; Yao et al., 2018). Following retinal damage in mammals, Müller glia (MG) of the retina undergo an acute gliosis, activating various cytoskeletal and neuroprotective gene pathways and releasing neurotrophic factors and free radical scavengers (Bringmann et al., 2009; Hippert et al., 2015). This initial damage response is neuroprotective to retinal neurons. However, if this acute event persists into a chronic gliosis, significant retinal damage can occur due to loss of normal MG function, retinal remodeling, and glial scar formation (Bringmann et al., 2009). In contrast to mammals, the zebrafish exhibits profound retinal regenerative capacity. For example, in response to phototoxic degeneration of rod and cone photoreceptors, zebrafish MG undergo an asymmetric cell division, generating one Müller glia-derived progenitor cell (MGPC) and one MG that retains its innate glial function (Nagashima et al., 2013). The MGPC daughter cell divides symmetrically to generate pools of multipotent progenitor cells. These cells subsequently migrate along the MG toward the outer retina and differentiate into new rod and cone photoreceptors. Functional recovery of vision occurs by 28 days post lesion, a time point largely used by the field as complete regeneration (Ramachandran et al., 2011; Wan et al., 2012; Nelson et al., 2013; Taylor et al., 2015; Wan and Goldman, 2017).

The majority of studies on zebrafish retinal regeneration have focused on individual signaling pathways during the first few days post lesion, when MG re-enter the cell cycle and the pools of multipotent progenitor cells form. Using pharmacological and/or genetic approaches, multiple important findings have elucidated key pathways that are critical for the regenerative process, including *wnt/beta-catenin, notch, tnf*, and *fgf* (Ramachandran et al., 2011; Nelson et al., 2013; Wan and Goldman, 2017). The first unbiased approach to understanding the gene networks that regulate retinal regeneration was described in 2007, in which a microarray was performed at 6 early time points post phototoxic lesion of the retina (Kassen et al., 2007). More recently, a 2020 study utilized single-cell RNA sequencing to perform a cross-species comparison of the MG response to retinal damage in zebrafish, chick and mouse (Hoang et al., 2020). Both of these studies focused only on early time points in retinal degeneration/regeneration. To date, no study has paired morphological/immunological changes with transcriptional profiling throughout the full 28-day time-course.

In this study, we paired 3′mRNA-seq with immunohistochemistry to investigate the process of zebrafish retinal regeneration following phototoxic lesion throughout the entire 28-day time-course. Whole retinal tissue was collected from eyes at the following eight key time points during the regenerative process: 0 h (no damage), 24 hpl (peak damage/MG gliosis), 36 hpl (initiation of MG cell cycle re-entry), 72 hpl (peak proliferation of MGPCs), 5 dpl (initiation of photoreceptor differentiation), 10 dpl (presumptive completion of photoreceptor differentiation), 14 dpl (photoreceptor outer segment growth), and 28 dpl (complete functional regeneration) (Vihtelic and Hyde, 2000; Kassen et al., 2007; Thummel et al., 2008a; Thomas et al., 2012; Lenkowski and Raymond, 2014). At each of these time points, retinas from the left eyes of each animal were harvested for 3′mRNA-seq as individual biological replicates, and whole right eyes were collected for immunohistochemistry. We report several novel findings throughout the time-course. We provide evidence for a secondary gliotic peak of the MG following cell-cycle re-entry, and highlight a distinct window of time between 5- and 10-days post lesion as a transition from progenitor proliferation to differentiation into new photoreceptors. Lastly, we discovered distinctly different patterns of transcriptional recovery at 28 dpl, despite morphological and functional recovery. Together, these new data provide the field with an updated morphological and transcriptomic map of the complete 28-day cycle of retinal degeneration and regeneration in adult zebrafish and raise new avenues for exploration of key stages of this process.

## Results

### Expression Patterns Revealed by 3′mRNA-Seq Closely Mimic the Expression of Previously Established Genetic Markers During Retinal Regeneration

We utilized 3′mRNA sequencing (Ma et al., 2019) paired with a detailed morphological and immunological analysis at eight key time points over a 28-day period (Figure 1A). 

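The time-course measured how much of each gene's transcript every retina held, from 0 h, after dark adaptation and before light, to 28 dpl. It held 48 libraries, 6 single retinas in each of 8 groups, drawn from 2 experiments with 3 fish per group in each. Replicates 1 to 3 were taken as experiment 1 and replicates 4 to 6 as experiment 2, from the naming of their raw read files. The authors aligned the reads with STAR and counted them per gene with HTSeq, and deposited counts for 15245 genes together with edgeR pseudo-counts. These are counts that edgeR scales toward a common library size, and their totals still differ between retinas. Each library held 1111500 to 4040440 counted reads, except replicate 2 at 5 dpl, which held 228611, or 9.06% of the median of the other 5 dpl retinas. Gene tests ran on the deposited counts with edgeR's quasi-likelihood test, scaled by trimmed mean of M-values, with a term for time point and a term for experiment, over the 13075 genes with at least 5 reads in at least 6 libraries. Adjusted p is the Benjamini-Hochberg value over all tested genes, and a gene was called at adjusted p < 0.05. Levels are the authors' pseudo-counts as mean ± standard deviation of 6 retinas per group, and log2 fold changes within the time-course come from the fitted counts. Experiment 1 and experiment 2 differed, on average over all time points, in 7070 of the tested genes, so values within each experiment are given beside the pooled ones for key genes. Gene lists for cell types and pathways were fixed before the data were examined and tested with camera at a preset correlation of 0.01 between genes. The deposited tables give gene symbols alone, so no coordinates were assigned, and reads of near-identical opsin paralogs may be shared between them.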

We chose previously characterized time points in an effort to cross reference this methodology for accuracy and precision (Vihtelic and Hyde, 2000; Kassen et al., 2007; Thummel et al., 2008a; Thomas et al., 2012; Lenkowski and Raymond, 2014). For each animal, the right eye was used for immunohistochemistry (IHC) and the isolated retina of the left eye was designated for transcriptional profiling using 3′mRNA-seq (Figure 1B). To determine whether distinct differences were apparent in the transcriptomes of the retinas for each time point, we performed a principal component analysis (PCA) using the top 200 differentially regulated genes, all which had an FDR < 0.05. We found that each condition tightly clustered among the six biological replicates for each time point (Figure 1C). 

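Retinas of the same time point lay close together on the leading components of the 200 genes with the smallest p over the time-course. These genes were chosen for differing between time points, so close groups set well apart are in part fixed by the choice. The mean distance of a retina from the centroid of its own group ran from 0.821 log2 units at 24 hpl to 2.23 at 5 dpl (n = 6 retinas per group). The nearest other group was 14.0 away for 24 hpl and 20.6 away for 5 dpl, whereas 14 and 28 dpl were 2.71 apart and 0 h was 2.81 from 28 dpl. Between 0 h retinas the correlation of log2 levels ran from 0.922 to 0.968, and between 5 dpl retinas, where replicate 2 is the shallow library, from 0.756 to 0.972.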

The early time points in the regeneration time-course (24, 36, and 72 hpl) showed the most distinct transcription profiles, clustered farthest away from the undamaged 0 h reference group, and as the regeneration time-course progressed, the gene expression profiles clustered closer to the 0 h group (Figure 1C).

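Transcript profiles lay farthest from the 0 h retinas at 36 and 72 hpl, and on the principal components they lay closer at each later time. At 24 hpl 2483 and 2308 genes were higher and lower than at 0 h by edgeR's quasi-likelihood test (adjusted p < 0.05, n = 6 retinas per group), at 36 hpl 3080 and 3061, and at 72 hpl 2971 and 2643. The counts were 2293 and 1868 at 5 dpl, 923 and 373 at 10 dpl and 1111 and 611 at 14 dpl. With 3 retinas per group, experiments 1 and 2 alone called 3373 and 3416 genes at 24 hpl, 4033 and 4963 at 36 hpl, 4209 and 4278 at 72 hpl, 2070 and 3377 at 5 dpl, 689 and 757 at 10 dpl and 664 and 920 at 14 dpl. PC1 and PC2 held 78.6% and 10.2% of the variance of the 200 genes, and the distance of a retina from the 0 h centroid was 43.05 ± 0.399 log2 units at 24 hpl, 48.9 ± 1.32 at 36 hpl and 49.3 ± 1.35 at 72 hpl. It was 29.4 ± 2.05 at 5 dpl, 9.02 ± 0.682 at 10 dpl, 5.69 ± 0.544 at 14 dpl and 3.31 ± 0.805 at 28 dpl, against 1.69 ± 0.938 for the 0 h retinas themselves.

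**Figure D1:**
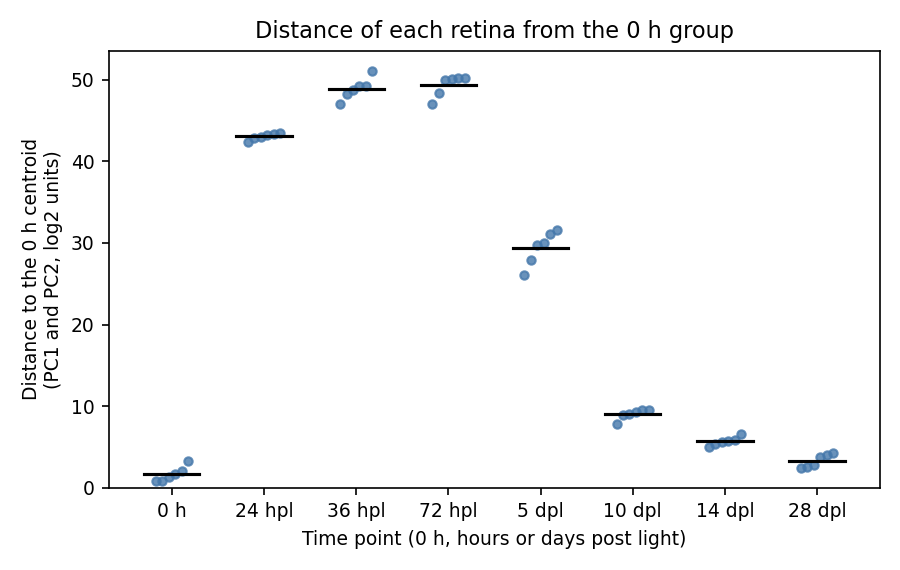
Distance of each retina from the 0 h centroid on PC1 and PC2 (vertical axis, log2 units) at each time point (horizontal axis), with points for single retinas and lines for means of 6. The means rise from 1.69 at 0 h to 49.3 at 72 hpl and fall to 3.31 at 28 dpl.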

**FIGURE 1:**
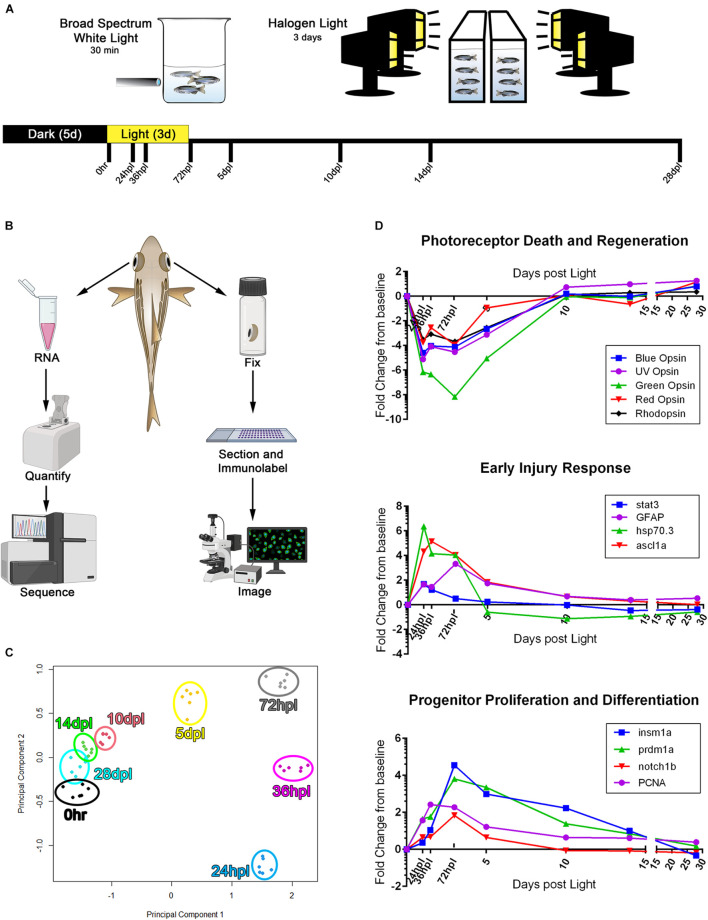
3′mRNA-seq analysis following phototoxic lesion and regeneration confirms gene expression trends known in the field. **(A)** Experimental design used for phototoxic lesion, with tissue collection time-points along the bottom designated in hours post-light (hpl) and days post-light (dpl). **(B)** Schematic demonstrating the workflow for tissue collection for each individual fish. **(C)** Principle component analysis constructed using the top 200 genes differentially regulated as compared to the 0 h baseline. All genes used in the analysis had an FDR < 7.5 × 10^− 5^. **(D)** RNA expression fold change from 0 h baseline for three processes of retinal regeneration well described in the literature, demonstrating validation of the 3′mRNA-seq method in determining gene expression changes during the retinal regeneration process. The genes highlighted represent three commonly reported stages in the regeneration process including the degeneration and regeneration of photoreceptors, early responding genes that turn on within 24 hpl, and progenitor cell response genes which peak around 72 hpl. Regeneration of lost photoreceptors is evidenced by the re-emergence of opsin gene expression starting at 5 dpl. For data presented in **(C,D)**, *n* = 6 biological replicates. With the exception of the zebrafish rendering, all clipart in **(B)** was downloaded from BioRender.com.

Next, we plotted normalized gene expression over the entire time-course for select gene sets commonly reported in the field: photoreceptor destruction and regeneration, early injury response, and stem-cell processes (Figure 1D). 

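Transcripts of all 9 opsin genes fell within 24 h of light (n = 6 retinas per group). The UV opsin opn1sw1 went from 9698 ± 4017 pseudo-counts at 0 h to 244 ± 92.1 at 24 hpl (log2 fold change −5.31, standard error 0.30, adjusted p = 1.4e-21 by edgeR's quasi-likelihood test). Blue opsin opn1sw2 fell from 4719 ± 1461 to 166 ± 45.04 (log2 fold change −4.82). Among the green opsins the log2 fold changes were −4.80 for opn1mw1, −7.00 for opn1mw2, −4.44 for opn1mw3 and −2.81 for opn1mw4, and among the red opsins −3.71 for opn1lw1 and −3.02 for opn1lw2. For opn1sw1 the change was −5.16 in experiment 1 and −5.33 in experiment 2. In two-sided exact permutation tests the 9 opsins gave p of 0.0022 to 0.0087 and adjusted p of 0.0028 to 0.0087 over the 9 tests. The opsins were chosen by the study itself, so their shared direction is not independent evidence. Other photoreceptor genes fell as well: gngt1 and prph2b, a rod transducin subunit and a disc rim protein, at log2 −4.06 and −4.20, and gnat2 and pde6c, the cone transducin and phosphodiesterase, by −4.86 and −3.42 (adjusted p at most 4.5e-23 by edgeR's quasi-likelihood test). Of 24 genes of the rod outer segment and phototransduction, 1 was higher and 20 lower (1 and 21 adjusted over the list alone, camera adjusted p = 2.5e-45), and of 28 cone genes 0 and 27 (0 and 27 adjusted over the list alone, adjusted p = 2.5e-45). The homeobox factor crx, which drives photoreceptor genes, fell, at log2 −1.74, with 1 of 15 photoreceptor transcription factors higher and 11 lower (1 and 12 adjusted over the list alone, camera adjusted p = 1.2e-6). At 0 h, replicate 5 held more cone opsin transcript than the other retinas, with 17493 pseudo-counts of opn1sw1 against 6197 to 9465.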

Within the first 24 h of phototoxic lesion, the photoreceptors undergo significant damage, resulting in all opsin transcript levels decreasing to well below the 0 h baseline (*opn1sw1, opn1sw2, opn1mw1-4, opn1lw1-2*, and *rho*; Figure 1D). Phototoxic damage generated a peak of apoptotic photoreceptor cells in the outer retina from 24 to 36 hpl, as confirmed by TUNEL assay (Supplementary Figure 1), but left the inner retinal neurons intact throughout the time-course (Supplementary Figure 2). 

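Stress and injury genes rose steeply by 24 hpl and were still raised at 72 hpl (n = 6 retinas per group). Levels of stat3, which carries cytokine signals to the nucleus, were 134 ± 21.8 pseudo-counts at 0 h, 450.3 ± 87.0 at 24 hpl and 189.8 ± 36.6 at 72 hpl (log2 fold change 1.72, standard error 0.14, adjusted p = 4.4e-15 by edgeR's quasi-likelihood test at 24 hpl). The chaperone hsp70.3 rose from 5.24 ± 5.25 to 531 ± 279 at 24 hpl and stood at 263 ± 111 at 72 hpl, and the proneural factor ascl1a, which Müller glia need to re-enter the cell cycle, from 6.44 ± 5.82 to 248 ± 75.3 and then 414 ± 60.06 at 36 hpl. Their log2 fold changes at 24, 36 and 72 hpl were 6.51, 5.29 and 5.51 for hsp70.3 and 5.19, 5.92 and 4.58 for ascl1a, and those of the glial filament gene gfap 1.82, 1.78 and 3.54. At 24 hpl the change of stat3 was 1.63 in experiment 1 and 1.93 in experiment 2, that of ascl1a 4.27 in experiment 1 and 7.68 in experiment 2 and that of hsp70.3 6.32 in experiment 1 and 9.06 in experiment 2. The change of hsp70.3 against its low 0 h level differed between the experiments, by log2 4.98 at 36 hpl and 5.33 at 72 hpl (interaction term, adjusted p = 0.025 and 0.012 by edgeR's quasi-likelihood test). The stress factor atf3 reached 3846 ± 315 pseudo-counts from 55.1 ± 14.4 (log2 fold change 6.12), and socs3b, a brake on cytokine signaling, 205 ± 95.4 from 2.98 ± 2.81. The kinase jak1, upstream of stat3, rose by log2 2.44 and the autophagy gene vmp1 by 4.07. Of 35 injury and gliosis genes, 26 were higher and 1 lower at 24 hpl (28 and 1 adjusted over the list alone, camera adjusted p = 9.6e-32), 30 and 0 at 36 hpl (30 and 0 adjusted over the list alone) and 22 and 0 at 72 hpl (23 and 0 adjusted over the list alone). Of 32 heat shock genes, 26 were higher and 3 lower at 24 hpl (26 and 3 adjusted over the list alone, camera adjusted p = 1.0e-18), among them the mitochondrial chaperone hspd1 (log2 fold change 2.79).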

The destruction of photoreceptors resulted in early elevation (24–72 hpl) of several genes involved in injury signaling and gliosis (*stat3, GFAP, hsp70.3, ascl1a*) (Figure 1D; Zhang et al., 2005; Bernardos and Raymond, 2006; Bernardos et al., 2007; Kassen et al., 2007; Qin et al., 2009; Craig et al., 2010; Ramachandran et al., 2010; Nelson et al., 2012, 2013). Following this early stress response, we observed an upregulation of progenitor proliferation and differentiation genes critical for regeneration pathways (Figure 1D), including *insm1a, prdm1a, notch1b, PCNA* (Vihtelic and Hyde, 2000; Raymond et al., 2006; Thummel et al., 2008b, 2011; Brzezinski et al., 2010; Forbes-Osborne et al., 2013; Campbell et al., 2020). 

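Most progenitor genes were higher than at 0 h at 72 hpl (n = 6 retinas per group). The neurogenic factor insm1a stayed near its 0 h level of 16.5 ± 9.51 pseudo-counts at 24 and 36 hpl (17.5 ± 4.91 and 20.3 ± 10.7) and rose to 332 ± 15.103 at 72 hpl (log2 fold change 4.36, standard error 0.30, adjusted p = 2.4e-18 by edgeR's quasi-likelihood test). Transcripts of prdm1a, which favors rod over bipolar fate, rose from 26.7 ± 7.60 to 85.9 ± 25.8 at 24 hpl and 491 ± 43.8 at 72 hpl, and of the receptor notch1b from 55.2 ± 16.9 to 99.1 ± 18.2 and 198 ± 67.5. Within the experiments the change at 72 hpl was log2 4.57 in experiment 1 and 4.16 in experiment 2 for insm1a and 3.83 in experiment 1 and 4.71 in experiment 2 for prdm1a. The replication clamp gene pcna was raised by log2 1.95 at 72 hpl. Of 45 neurogenic progenitor genes, 19 were higher and 11 lower at 24 hpl (19 and 13 adjusted over the list alone), 27 and 7 at 36 hpl (27 and 8 adjusted over the list alone), 39 and 4 at 72 hpl (39 and 4 adjusted over the list alone) and 34 and 1 at 5 dpl (36 and 1 adjusted over the list alone). The list passed camera at 36 and 72 hpl (adjusted p = 0.15 at 24 hpl, 2.1e-8 at 36 hpl and 1.1e-29 at 72 hpl). Among cell cycle genes, the S-phase list held 22 higher and 2 lower of 40 at 24 hpl (23 and 2 adjusted over the list alone, camera adjusted p = 1.8e-6) and 31 and 3 at 36 hpl (33 and 3 adjusted over the list alone), whereas the mitosis list held 1 and 6 of 38 at 24 hpl (1 and 4 adjusted over the list alone, adjusted p = 0.86) and 33 and 0 at 36 hpl (34 and 0 adjusted over the list alone, adjusted p = 7.1e-27). Rises at 36 hpl included tyms, which makes thymidylate (log2 5.87), and the mitotic genes top2a and mki67 (log2 3.84 and 3.25). At 72 hpl the progenitor factor sox11b had risen by log2 4.01.

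**Figure D2:**
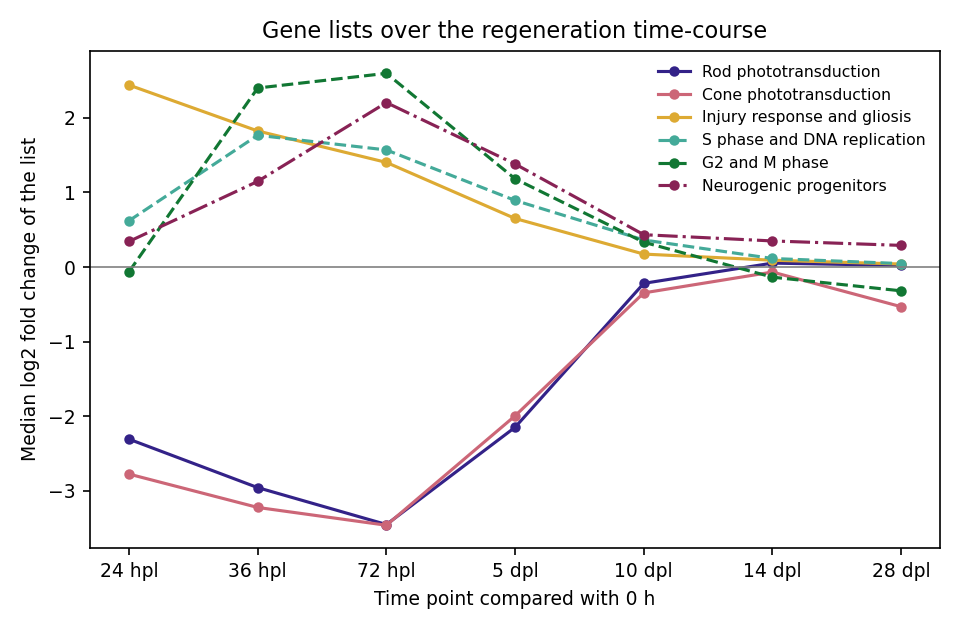
Median log2 fold change of 6 gene lists against 0 h (vertical axis) at each time point after light (horizontal axis), with a colored line per list. Injury genes peak at 24 hpl with a median of 2.44, mitosis and progenitor genes at 72 hpl with 2.60 and 2.204, and rod and cone genes are lowest at 72 hpl with −3.45 and −3.46.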

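Opsin transcripts climbed back between 5 and 10 dpl, most of them to the 0 h level and some above it (n = 6 retinas per group). Against 0 h at 5 dpl, rhodopsin (rho) was at log2 −2.50, UV opsin opn1sw1 at −3.09, blue opsin opn1sw2 at −2.39, green opsin opn1mw2 at −3.56 and red opsin opn1lw1 at −0.65, all lower by edgeR's quasi-likelihood test (adjusted p at most 0.023), while red opsin opn1lw2 was already higher (1.92, adjusted p = 7.6e-5). By 10 dpl the log2 fold changes were 0.01 for rho, 0.09 for opn1sw2 and −0.05 for opn1mw2, none of which passed, and 0.81 for opn1sw1, 2.299 for opn1mw1 and 1.21 for opn1mw4, which did. At 14 dpl opn1sw1 was at log2 1.16 (adjusted p = 7.8e-4 by edgeR's quasi-likelihood test) and opn1mw4 at 1.25, while rho was at 0.21 and opn1sw2 at −0.01, neither of which passed. Of the 9 opsins, 1 was higher and 6 lower than at 0 h at 5 dpl (1 and 6 adjusted over the list alone), 4 and 0 at 10 dpl (4 and 0 adjusted over the list alone), 4 and 0 at 14 dpl (4 and 0 adjusted over the list alone) and 6 and 0 at 28 dpl (7 and 0 adjusted over the list alone). Camera's adjusted p for the set was 0.0079 at 10 dpl, 0.0067 at 14 dpl and 5.1e-8 at 28 dpl, and adjusted p = 0.20 at 10 dpl and 0.27 at 14 dpl with an estimated correlation. A two-sided exact permutation test gave rho at 28 dpl p = 0.15 against 0 h, with a ratio of means of 1.14. Without 0 h replicate 5, an omission chosen after results had been seen, all 9 opsins had an unadjusted exact permutation p < 0.05 there, rho included.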

Lastly, *rhodopsin*, and the UV, Blue, Green, and Red cone opsins began to recover as soon as 5 dpl, continued to increase, and eventually surpassed the dark-adapted 0 h control levels (Figure 1D). Together, this initial analysis suggested that the transcriptional changes we observed recapitulated previously reported genetic profiles in the literature and gave us confidence in pursuing a deeper analysis of the dataset.

### Comparative Analysis and Quantification of Transcription and Protein Levels Demonstrates Dynamic Changes to Cone Photoreceptor Opsins During the 28-Day Time-Course

Previous and recent reports have characterized the immunolocalization profiles of cone photoreceptor opsins during retinal regeneration (Vihtelic and Hyde, 2000; Hoang et al., 2020), but a direct comparison of mRNA to protein changes throughout the entire regeneration time-course has not been reported. To correlate transcriptomic changes with protein changes, we quantified IHC fluorescence at each time point and overlaid the normalized changes in mean fluorescence intensity (MFI) with the corresponding gene transcripts for all of the cone photoreceptor opsins (Figures 2, 3). Interestingly, protein levels for all four cone opsins increased at 24 and 36 hpl (Figures 2J,U, 3J,U), as the degenerating cones were concentrated in a debris field (Figures 2B,C,M,N, 3B,C,M,N). Starting at 72 hpl, protein levels of all the opsins significantly decreased as the cellular debris was cleared and these levels remained low through 5 dpl (Figures 2D,E,J,O,P, 3D,E,J,O,P). At 10 dpl, expression of all four opsins re-emerged in newly formed cones with short outer segments (Figures 2F,Q, 3F,Q), which generally extended in length and intensity through 28 dpl (Figures 2H,S, 3H,S). 

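Cone opsin transcripts stayed low at 36 and 72 hpl, with green opsin opn1mw4 as the exception at 36 hpl (n = 6 retinas per group). UV opsin opn1sw1 was at 479 ± 202 pseudo-counts at 36 hpl and 410.2 ± 136 at 72 hpl (log2 fold change against 0 h −4.33 and −4.55, adjusted p = 3.7e-19 and 8.0e-20 by edgeR's quasi-likelihood test). Blue opsin opn1sw2 was at log2 −4.14 and −4.33, and green opsins opn1mw2 and opn1mw3 at −7.04 and −5.20 at 36 hpl and at −8.33 and −5.75 at 72 hpl. Levels of opn1mw4 were 794 ± 338 at 36 hpl against 876 ± 219 at 0 h (log2 fold change −0.21, adjusted p = 0.48 by edgeR's quasi-likelihood test), with log2 −0.79 in experiment 1 and 0.38 in experiment 2, and it was lower at 72 hpl (log2 −1.07). The cone transducin subunit gene gnb3b moved the same way, at log2 −4.90 and −5.38. Of 28 cone genes, 0 were higher and 26 lower at 36 hpl (0 and 26 adjusted over the list alone, camera adjusted p = 6.1e-46), and 2 and 23 at 72 hpl (2 and 23 adjusted over the list alone, adjusted p = 8.0e-46).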

When we compared the IHC quantifications with the gene expression changes, cone opsin gene expression dropped significantly in the early time points while the protein quantification had an apparent inverse relationship with gene expression at these early stages (Figures 2K,V, 3K,V). During the later time points, both qualitatively and quantitatively, the protein recovery closely followed gene expression trends.

**FIGURE 2:**
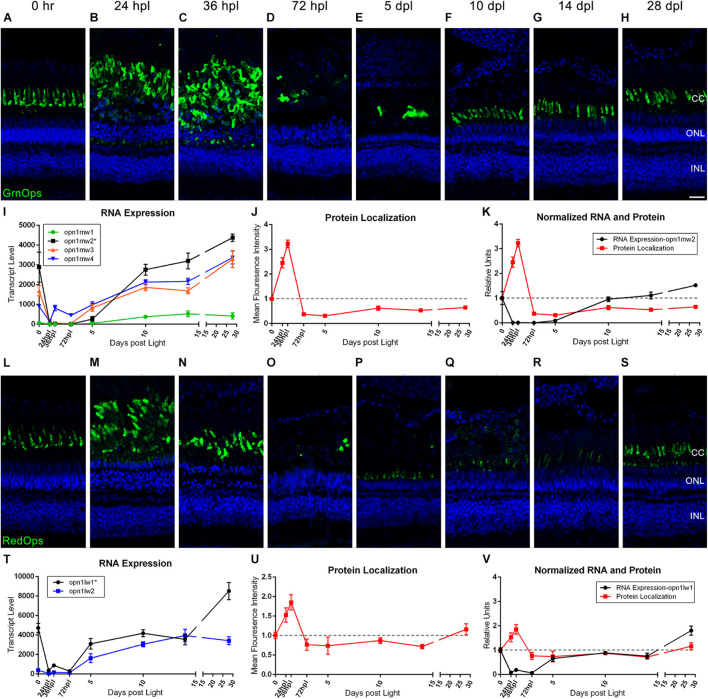
Green and red cone photoreceptor morphology paired with gene expression of isoforms throughout a 28 day lesion and regeneration time-course. **(A–H)** Green cone photoreceptor degeneration and regeneration is demonstrated in these retinal sections collected at baseline (0 h) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl). Sections were immunolabeled with anti-Green Opsin and nuclei were stained blue with TO-PRO-3. Cone photoreceptors are mostly destroyed at 72 hpl after a period of initial hypertrophy (*n* = 5–6). **(I)** Graph of transcript pseudo-counts for all 4 paralogs of Green Opsin from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(J)** ImageJ pixel intensity quantification for the Green Opsin signal in the confocal images normalized to 1 demonstrating relative intensity of protein localization within the retina at each timepoint. **(K)** Overlay of RNA expression for the most highly expressed Green Opsin, *opn1mw2*, normalized to 1 and ImageJ protein localization normalized to one. **(L–S)** Red cone photoreceptor degeneration and regeneration. Sections were immunolabeled with anti-Red Opsin and nuclei were stained blue with TO-PRO-3 (*n* = 5–6). **(T)** Graph of transcript pseudo-counts for both paralogs of Red Opsin from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(U)** ImageJ pixel intensity quantification for the Red Opsin signal in the confocal images normalized to 1 demonstrating relative intensity of protein localization within the retina. **(V)** Overlay of RNA expression for the most highly expressed Red Opsin, *opn1lw1*, normalized to 1 and ImageJ protein localization normalized to one. Asterisks in paralog keys in **(I,T)** represent the most dominantly expressed paralog at the 0 h baseline that was also graphed in the merged normalized graphs **(K)** and **(V)**. Scale bar represents 5 μm.

**FIGURE 3:**
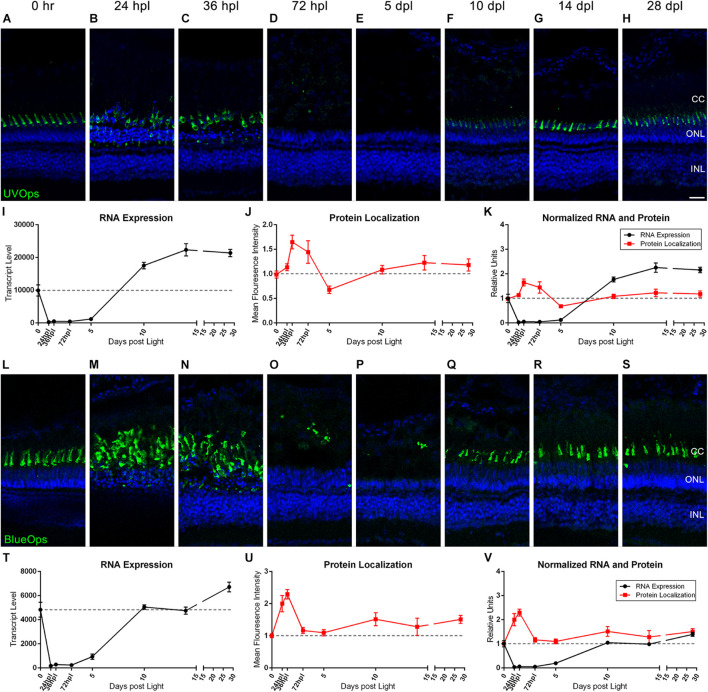
UV and Blue cone photoreceptor morphology paired with gene expression throughout a 28 day lesion and regeneration time-course. **(A–H)** UV cone photoreceptor degeneration and regeneration is demonstrated in these retinal sections collected at baseline (0 h) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl). Sections were immunolabeled with anti-UV Opsin and nuclei were stained blue with TO-PRO-3. Cone photoreceptors are mostly destroyed at 72 hpl after a period of initial hypertrophy (*n* = 5–6). **(I)** Graph of transcript pseudo-counts for UV Opsin (*opn1sw1*) from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(J)** ImageJ pixel intensity quantification for the UV Opsin signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(K)** Overlay of *opn1sw1* RNA expression normalized to 1 and ImageJ protein localization normalized to one. **(L–S)** Blue cone photoreceptor degeneration and regeneration. Sections were immunolabeled with anti-Blue Opsin and nuclei were stained blue with TO-PRO-3 (*n* = 5–6). **(T)** Graph of transcript pseudo-counts for Blue Opsin (*opn1sw2*) from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(U)** ImageJ pixel intensity quantification for the Blue Opsin signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(V)** Overlay of *opn1sw2* RNA expression normalized to 1 and ImageJ protein localization normalized to one. Scale bar represents 5 μm.

The Green and Red Opsin genes have multiple paralogs, and our approach gave new insight into the paralog(s) that were most prominently expressed during retinal regeneration. For example, the *opn1mw1* paralog of Green Opsin was not highly expressed (Figure 2I), but all other paralogs (*opn1mw2, opn1mw3*, and *opn1mw4)* were expressed and generally followed the same drop and then recovery of expression throughout the time-course (Figure 2I). 

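Of the green opsins opn1mw2 had the largest mean share in undamaged retinas and opn1mw4 during the early response (n = 6 retinas per group). At 0 h opn1mw2 made up 49.2% ± 15.6% of the summed green opsin pseudo-counts, opn1mw3 31.8% ± 12.1%, opn1mw4 17.8% ± 6.54% and opn1mw1 1.27% ± 1.80%. At 36 hpl opn1mw4 made up 91.2% ± 4.84% and opn1mw2 2.71% ± 2.61%, and at 10 dpl they made up 30.2% ± 4.60% and 38.4% ± 3.40%. Absolute levels of opn1mw2 went from 2820.2 ± 1792 at 0 h to 8.08 ± 7.74 at 72 hpl and 2688 ± 659 at 10 dpl, and those of opn1mw1 from 67.2 ± 85.3 to 0.771 ± 1.198 and 363 ± 171. Levels of opn1mw3 were 1655 ± 647, 29.7 ± 26.3 and 1812 ± 399 at the same times. The paralogs lie in tandem and are close in sequence, so how reads divide among them is uncertain.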

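Red opsin opn1lw1, which encodes a pigment for long wavelengths, fell within a day of light and was back at its 0 h level by 10 dpl (n = 6 retinas per group). Its pseudo-counts were 4621 ± 1104 at 0 h, 359.9 ± 113 at 24 hpl, 858 ± 304 at 36 hpl and 277 ± 98.2 at 72 hpl (log2 fold change at 72 hpl −4.04, standard error 0.26, adjusted p = 1.6e-19 by edgeR's quasi-likelihood test). Levels reached 3027 ± 1269.5 at 5 dpl, 4078 ± 855 at 10 dpl and 3472 ± 1324 at 14 dpl, and at the later pair of times it was not distinguishable from 0 h (log2 −0.15 and −0.42, adjusted p = 0.76 and 0.22 by edgeR's quasi-likelihood test). At 28 dpl the level was 8391 ± 2150.1.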

Of the two Red Opsin paralogs (*opn1lw1* and *opn1lw2*), the gene expression profile of *opn1lw1* more closely matched the morphological/IHC expression (compare Figures 2L–S,T). Interestingly, however, *opn1lw2* was not highly expressed in undamaged 0 h retinas, but increased over 2000-fold by 10 dpl, and remained high through 28 dpl (Figure 2T). 

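Transcripts of red opsin opn1lw2 overshot their 0 h level from 5 dpl on (n = 6 retinas per group). The level was 369 ± 180.1 pseudo-counts at 0 h, 51.5 ± 76.8 at 24 hpl, 1581 ± 1067 at 5 dpl, 2979 ± 631 at 10 dpl, 3862 ± 1561 at 14 dpl and 3367 ± 992 at 28 dpl. The ratio of means of 10 dpl to 0 h was 8.08, every 10 dpl retina lay above every 0 h retina (two-sided exact permutation p = 0.0022, adjusted p = 0.0051 over 26 tests), and the log2 fold change was 3.00 in experiment 1 and 2.99 in experiment 2. Levels at 28 dpl were 1.13 times those at 10 dpl, which was not distinguishable from no change (exact permutation p = 0.56, adjusted p = 0.62). The share of opn1lw2 in the summed red opsin pseudo-counts was 7.15% ± 1.71% at 0 h, 42.4% ± 8.27% at 10 dpl, 52.4% ± 15.7% at 14 dpl and 29.5% ± 10.1% at 28 dpl, where reads of the near-identical opn1lw1 may be counted in part.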

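UV opsin opn1sw1 was the most abundant cone opsin transcript before light and from 10 dpl on, but not between 24 hpl and 5 dpl. At 0 h its mean was 2.06 times that of the next cone opsin, opn1sw2, and it was the highest cone opsin in 6 of 6 retinas. Its mean was 0.678, 0.559 and 0.377 times that of red opsin opn1lw1 at 24 hpl, 36 hpl and 5 dpl, where opn1sw1 was highest in 0 of 6 retinas each, and 0.944 times that of green opsin opn1mw4 at 72 hpl, where it was highest in 2 of 6. At 10 and 14 dpl it was again highest in every retina, at 3.47 and 4.71 times opn1sw2. Levels of opn1sw1 were 1142 ± 555 at 5 dpl, 17109.7 ± 2345 at 10 dpl and 21864 ± 4434 at 14 dpl (n = 6 retinas per group), and those of opn1sw2, the blue opsin, 912 ± 518, 4928 ± 452 and 4646 ± 675. From 5 to 10 dpl opn1sw1 rose by log2 3.90 and opn1sw2 by 2.47 (adjusted p = 1.5e-16 and 2.1e-13 by edgeR's quasi-likelihood test).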

UV Opsin (*opn1sw1)* and Blue Opsin (*opn1sw2*) each have only one paralog and both followed a similar drop and then recovery of expression throughout the time-course; however, the UV Opsin was expressed at a much higher levels compared with all other cone opsins (Figures 3I,T). 

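At 28 dpl several cone opsins stood above their 0 h level (n = 6 retinas per group). UV opsin opn1sw1 was at 21089 ± 2816 pseudo-counts at 28 dpl (log2 fold change against 0 h 1.13, standard error 0.25, adjusted p = 0.0015 by edgeR's quasi-likelihood test), with log2 1.36 in experiment 1 and 0.85 in experiment 2. Log2 fold changes of the red opsins were 0.89 for opn1lw1 and 3.17 for opn1lw2, and of the green opsins 2.56 for opn1mw1, 0.95 for opn1mw3 and 1.94 for opn1mw4, all of which passed (largest adjusted p = 0.044 by edgeR's quasi-likelihood test). Blue opsin opn1sw2 and green opsin opn1mw2 did not pass, with log2 0.53 and 0.65 (adjusted p = 0.098 and 0.31 by edgeR's quasi-likelihood test). Two-sided exact permutation tests on log2 pseudo-counts gave an adjusted p of 0.0065 for opn1sw1, 0.033 for opn1sw2 and 0.041 for opn1mw2 over 9 opsins. Within the experiments the change was log2 1.26 in experiment 1 and 0.39 in experiment 2 for opn1lw1, 0.91 in experiment 1 and 0.07 in experiment 2 for opn1sw2 and 0.93 in experiment 1 and 0.32 in experiment 2 for opn1mw2. The 0 h retina of replicate 5 was high in opn1mw2 and opn1lw1 (6259 and 6715 pseudo-counts), and without it the log2 fold changes were 1.302 for opn1sw1 and 0.92 for opn1mw2.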

Finally, the expression of the cone opsins was higher at 28 dpl than at the dark-adapted 0 hpl baseline, which initially suggested an overcompensation of gene expression despite apparent morphological recovery (Figures 2I,T, 3I,T).

### Inflammatory Cell Infiltration Correlates Closely With the Presence of Lesion-Induced Photoreceptor Outer Segment Damage

During the process of zebrafish retinal regeneration, inflammatory 4C4+ microglia appear in the retina as Zpr-3+ rod photoreceptor outer segments degenerate (Saito et al., 2020; Silva et al., 2020). To directly compare the kinetics of photoreceptor degeneration with immune cell infiltration, we juxtaposed rod photoreceptor IHC and gene expression with microglia IHC and gene expression (Figure 4). First, we found that the destruction and recovery of the rod photoreceptors followed a very similar pattern to the cone photoreceptors. Protein localization of Zpr-3 increased slightly through 36 hpl as degenerating photoreceptor outer segments were concentrated in a debris field (Figures 4B,C,J), but then rapidly decreased through 5 dpl (Figures 4D,E,J). Transcript levels of *rhodopsin* decreased dramatically by 24 hpl (Figure 4I). 

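Rhodopsin (rho), the rod pigment gene, lost most of its transcript within a day of light. Its pseudo-counts were 52740.4 ± 11419.9 at 0 h and 3882 ± 710.4 at 24 hpl (n = 6 retinas per group, log2 fold change −3.76, standard error 0.20, adjusted p = 2.2e-22 by edgeR's quasi-likelihood test), and the change was −3.56 in experiment 1 and −3.83 in experiment 2. Rod genes around it moved with it: pdcb, the transducin-binding phosducin, was at log2 −5.07 and rom1b, a disc rim protein, at −3.03.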

Of note, *rhodopsin* was the highest expressed opsin in the zebrafish retina, exhibiting gene expression fivefold higher than the most highly expressed cone opsin (Figure 4I). Both protein and transcript levels remained low through 5 dpl, and then steadily recovered through 28 dpl (Figures 4H–K). 

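Rhodopsin transcript exceeded that of the UV opsin opn1sw1, the highest cone opsin, in every 0 h retina. The ratio of rho to opn1sw1 was 5.89 ± 1.91 (mean ± standard deviation of 6 retinas), from 4.12 to 9.32. The ratio thus varied by more than 2-fold between fish.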

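Rhodopsin transcript stayed low through 5 dpl and was back near its 0 h level at 10 dpl (n = 6 retinas per group). Pseudo-counts of rho were 5750.2 ± 1450.4 at 36 hpl, 4316 ± 1118 at 72 hpl, 9459 ± 3673 at 5 dpl, 52726 ± 3476 at 10 dpl, 60450.5 ± 7452 at 14 dpl and 60232 ± 6074 at 28 dpl. From 5 to 10 dpl it rose by log2 2.51 (standard error 0.19, adjusted p = 1.4e-15 by edgeR's quasi-likelihood test). The level at 28 dpl was 0.996 times that at 14 dpl (two-sided exact permutation p = 0.99, adjusted p = 0.99 over 26 tests), and within the experiments its log2 fold change at 28 dpl against 0 h was 0.46 in experiment 1 and −0.11 in experiment 2. Rod genes as a set stayed lower at 36 hpl (21 of 24 lower and 1 higher, 1 and 21 adjusted over the list alone), at 72 hpl (21 and 2, with 2 higher and 21 lower adjusted over the list alone) and at 5 dpl (20 and 1, with 1 and 21). At 14 dpl the rod arrestin gene sagb was above its 0 h level (log2 1.89, adjusted p = 3.2e-11 by edgeR's quasi-likelihood test), while pdcb was still below it (log2 −1.28).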

Next, we observed that the peak increase in 4C4+ microglia in the outer retina at 72 hpl corresponded closely with the clearing of destroyed rod and cone photoreceptor outer segments (compare Figures 3D, 4D with Figures 4O,P). This increase in morphologically activated 4C4+ microglia spanned the time period between 72 hpl and 10 dpl, dropping back down to baseline levels by 14 dpl, when the newly born photoreceptors are maturing. At the transcript level, we analyzed *mpeg1.1* expression, a known transcriptional marker of microglia and macrophages in zebrafish (Ferrero et al., 2020). 

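Transcripts of mpeg1.1, a macrophage and microglia perforin gene, rose by 24 hpl (n = 6 retinas per group). Its pseudo-counts were 15.4 ± 9.94 at 0 h, 71.1 ± 11.3 at 24 hpl, 65.3 ± 22.9 at 36 hpl, 59.4 ± 31.3 at 72 hpl, 36.4 ± 17.4 at 5 dpl, 41.5 ± 5.67 at 10 dpl and 27.1 ± 11.0 at 14 dpl. The log2 fold change at 24 hpl was 2.11 (standard error 0.35, adjusted p = 1.6e-6 by edgeR's quasi-likelihood test) and at 14 dpl 0.74 (adjusted p = 0.19). Levels at 24 hpl were 1.09 times those at 36 hpl and 1.198 times those at 72 hpl, neither of them distinguishable (two-sided exact permutation p = 0.46 and 0.30, adjusted p = 0.54 and 0.39 over 26 tests). At 24 hpl the log2 fold change of mpeg1.1 was 1.47 in experiment 1 and 3.68 in experiment 2, a difference that did not pass (interaction term, adjusted p = 0.21 by edgeR's quasi-likelihood test). The change of mpeg1.1 against its low 0 h level differed between the experiments at 72 hpl, with 0.51 in experiment 1 and 3.798 in experiment 2, and at 5 dpl, with 0.15 in experiment 1 and 2.92 in experiment 2 (interaction term, adjusted p = 0.0062 and 0.029 by edgeR's quasi-likelihood test). Other myeloid genes rose too: the transcription factor spi1b by log2 3.00, tspan36 by 3.57 and the progranulin gene grn2 by 7.07 at 24 hpl (adjusted p at most 2.2e-11 by edgeR's quasi-likelihood test). Of 34 microglia and macrophage genes, 22 were higher and 1 lower at 24 hpl (22 and 2 adjusted over the list alone, camera adjusted p = 3.1e-7, and adjusted p = 0.052 with an estimated correlation), 21 and 2 at 36 hpl (23 and 2 adjusted over the list alone) and 20 and 2 at 72 hpl (20 and 2 adjusted over the list alone). At 10 dpl 14 were still higher and 0 lower (18 and 0 adjusted over the list alone, camera adjusted p = 9.1e-9, and adjusted p = 0.054 with an estimated correlation). The neutrophil gene lyz rose by log2 2.57 at 24 hpl, where 3 of 9 neutrophil genes were higher and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.14). Of 21 interferon-response genes 10 were higher and 1 lower at 24 hpl (10 and 1 adjusted over the list alone, camera adjusted p = 4.9e-4), with irf1b at log2 4.18.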

The rise in *mpeg1.1* expression immediately preceded the peak in 4C4+ microglia localized to the debris field, and then steadily dropped as microglia cleared the area (Figures 4L–V). The presence of 4C4+ microglia at 72 hpl also immediately followed the peak of apoptosis in the outer retina from 24 to 36 hpl as evidenced by TUNEL assay (Supplementary Figure 1). Together, these data support a previous suggestion that quantification of 4C4+ microglia could be used as a proxy for retinal neuron damage (Craig et al., 2008; White et al., 2017; Ranski et al., 2018; Mitchell et al., 2019; Issaka Salia and Mitchell, 2020).

**FIGURE 4:**
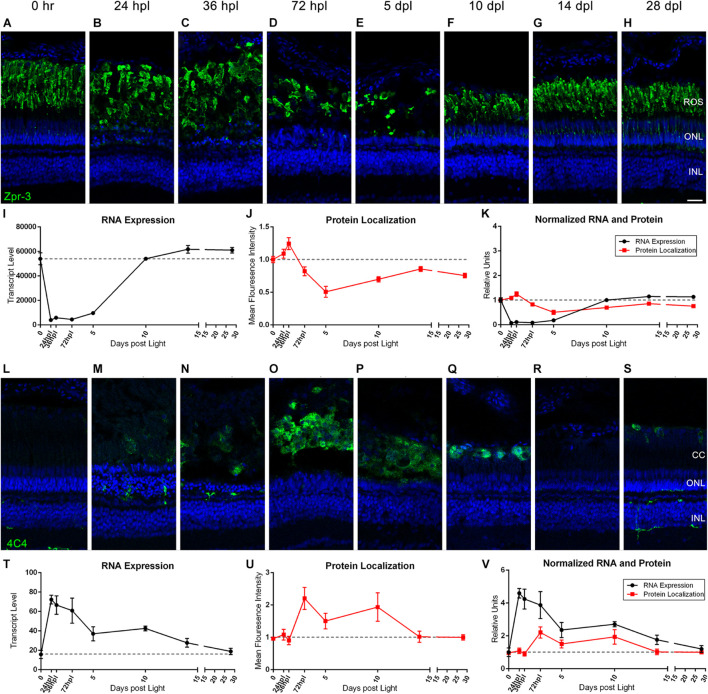
Rod photoreceptors degenerate in coordination with the infiltration of 4C4+ microglia/macrophages. **(A–H)** Rod photoreceptor degeneration and regeneration is demonstrated in these retinal sections collected at baseline (0 h) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl). Sections were immunolabeled with Zpr-3, which stains rod photoreceptors and nuclei were stained blue with TO-PRO-3. Rod photoreceptors are notably slower to degenerate than the cone photoreceptors with lowest visual signal by 5 dpl (*n* = 5–6). **(I)** Graph of transcript pseudo-counts for *rhodopsin* (*rho*) from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(J)** ImageJ pixel intensity quantification for the Zpr-3 signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(K)** Overlay of *rho* RNA expression normalized to 1 and ImageJ protein localization normalized to one. **(L–S)** Infiltration of microglia/macrophage inflammatory cells into the retina demonstrating a peak infiltration at 72 hpl, corresponding with the drop in protein signal from rod photoreceptors at the same timepoints. Sections were immunolabeled with anti-4C4 which labels microglia/macrophages and nuclei were stained blue with TO-PRO-3 (*n* = 5–6). **(T)** Graph of transcript pseudo-counts for *mpeg1.1*, a gene expressed by macrophages, from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(U)** ImageJ pixel intensity quantification for the 4C4 signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(V)** Overlay of *mpeg1.1* RNA expression normalized to 1 and ImageJ protein localization normalized to one. Scale bar represents 5 μm.

### Characterization of Müller Glia Reactive Gliosis and Proliferation Reveals Novel Observations in GFAP Gene and Protein Kinetics Relative to Stem Cell Function

It is well established that zebrafish MG undergo a reactive gliosis response to photoreceptor damage and that they are the source of newly formed retinal progenitors (Thummel et al., 2008b; Nagashima et al., 2013). However, the timing of GFAP gene and protein expression during these events has not been fully clarified. To investigate these phenomena, we co-labeled the retinas with anti-GFAP and anti-PCNA antibodies to detect gliosis and cell-cycle re-entry, respectively, and then paired these findings with the transcript data for these genes (Figure 5). As previously reported (Thomas et al., 2016), we observed only very weak GFAP expression in MG basal endfeet processes in 0 h control retinas (Figure 5A). At 24 hpl, we observed that MG rapidly concentrated GFAP to their apical processes immediately adjacent to the photoreceptor nuclei (Figures 5B,C), but only exhibited a modest increase in *GFAP* gene expression at 24 hpl (Figure 5I). 

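The glial filament gene gfap rose at 24 hpl to a level well below its later peak. Pseudo-counts went from 33.9 ± 10.4 at 0 h to 126 ± 18.7 at 24 hpl (n = 6 retinas per group), a ratio of means of 3.70 (two-sided exact permutation p = 0.0022, adjusted p = 0.0051 over 26 tests), with log2 fold changes of 1.61 in experiment 1 and 2.21 in experiment 2. At 36 hpl gfap was at 123 ± 36.5. Other Müller glia genes went both ways at 24 hpl: the cadherin gene cdh2 rose by log2 1.90, while rlbp1a, which carries retinoids, was at −2.53 and the glutamine synthetase gene glula at −1.69 (adjusted p at most 7.7e-15 by edgeR's quasi-likelihood test). In total 8 of 20 Müller glia genes were higher and 8 lower (9 and 9 adjusted over the list alone, camera adjusted p = 0.69), with a median of log2 0.06 and a mean of −0.03, of opposite sign.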

Surprisingly, we observed a strong peak in *GFAP* gene expression at 72 hpl (Figure 5I), during the peak of progenitor proliferation. Furthermore, this fourfold peak in gene expression was followed by a second peak in GFAP IHC positivity at 5 dpl (Figures 5E,J). 

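The gfap transcript peaked at 72 hpl, where every retina lay above every retina of the other times tested (n = 6 per group). Its pseudo-counts were 407 ± 50.5 at 72 hpl and 141 ± 37.9 at 5 dpl, and ratios of means were 12.0 against 0 h, 3.24 against 24 hpl, 3.31 against 36 hpl and 2.89 against 5 dpl (each two-sided exact permutation p = 0.0022, adjusted over 26 tests). Within the experiments the log2 fold change against 0 h was 3.35 in experiment 1 and 3.83 in experiment 2 at 72 hpl and 1.69 in experiment 1 and 2.39 in experiment 2 at 5 dpl. The glial fatty acid binding gene fabp7a and the filament gene vim were raised at 72 hpl too, at log2 3.88 and 1.85 (adjusted p = 4.3e-22 and 2.7e-17 by edgeR's quasi-likelihood test). Of the 20 Müller glia genes, 10 were higher and 9 lower at 36 hpl (10 and 9 adjusted over the list alone), 10 and 4 at 72 hpl (10 and 4 adjusted over the list alone, camera adjusted p = 1.8e-4, and adjusted p = 0.097 with an estimated correlation) and 13 and 3 at 5 dpl (13 and 3 adjusted over the list alone, adjusted p = 1.1e-6). By 10 dpl gfap was at 72.0 ± 7.29 and at 14 dpl at 65.2 ± 12.7, both above 0 h (adjusted p = 1.4e-5 and 2.7e-4 by edgeR's quasi-likelihood test).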

Interestingly, we observed a different morphological presentation of the GFAP protein at this timepoint, distributed throughout the entire length of the MG apical-basal processes that spanned the retina (Figure 5E). Thus, this analysis highlights two phases of MG gliosis during retinal regeneration: an acute response that was focal to the retinal damage at the base of the ONL adjacent to the dying photoreceptors, and a secondary response at 5 dpl that had a distinct morphological distribution throughout the entire MG.

**FIGURE 5:**
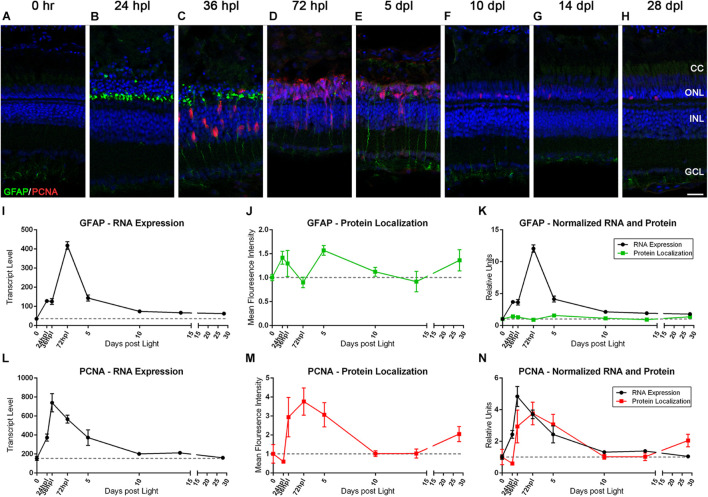
The Müller glia response to phototoxic lesion paired with gene expression signatures. **(A–H)** The Müller glia (MG) response to phototoxic lesion is demonstrated in these retinal sections collected at baseline (0 h) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl) by immunolabeling the intermediate filaments of MG with anti-GFAP (green) and their entry into the cell cycle with PCNA (red). Nuclei were stained blue with TO-PRO-3. Gliosis is highlighted in a biphasic manner: in the ONL MG end-feet at 24 hpl, and then spanning the length of MG at 5 dpl. The PCNA localization demonstrates single MG nuclei entering the cell cycle at 36 hpl with peak proliferation of MGPCs at 72 hpl (*n* = 5–6). **(I)** Graph of transcript pseudo-counts for *GFAP* from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(J)** ImageJ pixel intensity quantification for the GFAP signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(K)** Overlay of *GFAP* RNA expression normalized to 1 and ImageJ protein localization normalized to one. The discordance in the gene expression and protein localization suggests that the first GFAP protein intensity peak at 24 hpl is due to a redistribution of existing GFAP protein and the second protein intensity peak at 5 dpl is due to increased transcription of *GFAP*. **(L)** Graph of transcript pseudo-counts for *PCNA* from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). **(M)** ImageJ pixel intensity quantification for the PCNA signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. **(N)** Overlay of *PCNA* RNA expression normalized to 1 and ImageJ protein localization normalized to one. Scale bar represents 5 μm.

Of note, the dynamic gliotic response of the MG occurred concurrently to the initiation of a proliferative/regenerative response. At 36 hpl, we observed a continuation of GFAP concentration to the MG apical processes as MG reentered the cell-cycle, as visualized by the appearance of PCNA-positive MG cell bodies in the INL (Figure 5C). Clusters of migrating MGPCs were visualized by 72 hpl (Figure 5D), followed by a decrease in PCNA expression throughout the time course. 

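Transcripts of pcna, the replication clamp of dividing cells, rose by 24 hpl and stood highest at 36 and 72 hpl (n = 6 retinas per group). Its pseudo-counts were 149 ± 51.1 at 0 h, 367 ± 91.4 at 24 hpl, 725 ± 237 at 36 hpl, 552 ± 103 at 72 hpl, 365 ± 192 at 5 dpl and 196 ± 19.7 at 10 dpl. Against 0 h the log2 fold change was 2.27 at 36 hpl (standard error 0.18, adjusted p = 7.1e-16 by edgeR's quasi-likelihood test) and 0.44 at 10 dpl (adjusted p = 0.12), with 2.34 in experiment 1 and 2.31 in experiment 2 at 36 hpl. The mean at 36 hpl was 1.31 times that at 72 hpl, a difference that was not distinguishable from none (two-sided exact permutation p = 0.14, adjusted p = 0.20 over 26 tests). The replication licensing gene mcm7 rose by log2 2.2996 at 24 hpl, 3.02 at 36 hpl and 3.25 at 72 hpl, and the ribonucleotide reductase gene rrm1 by 3.07 at 36 hpl. S-phase genes were 30 higher and 3 lower of 40 at 72 hpl (31 and 3 adjusted over the list alone, camera adjusted p = 2.2e-13) and 25 and 3 at 5 dpl (25 and 3 adjusted over the list alone, adjusted p = 1.9e-9). Mitosis genes were 34 higher and 0 lower of 38 at 72 hpl (34 and 0 adjusted over the list alone) and 25 and 0 at 5 dpl (26 and 2 adjusted over the list alone).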

The gene expression kinetics for *PCNA* closely matched what was observed via IHC, with the peak of gene expression occurring immediately prior to the peak in protein expression (Figures 5L–N).

### The Time Window Between Days 5 and 10 Post Phototoxic Lesion Represents a Period of Photoreceptor Differentiation

To investigate the dynamics of gene expression across the different phases of the regeneration process, we assembled heatmaps of the top 50 genes at each time point during three time windows: early response (24, 36, and 72 hpl), mid-regeneration (72 hpl, 5 and 10 dpl), and late regeneration/differentiation (10, 14, and 28 dpl) (Figures 6A–C). 

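Most of the strongest early genes were lower than at 0 h at each early time (n = 6 retinas per group). Of the 50 genes with the smallest p over 24, 36 and 72 hpl, 48 kept the same sign at all 3 times, 9 of them higher and 39 lower than at 0 h. The lower ones included pdcb, gnat2 and gnb3b, which serve phototransduction, and prph2b and rom1b, which shape the disc rim. At 36 hpl the phototransduction regulators pdca and rcvrna were at log2 −4.68 and −3.49, and the rhodopsin kinase gene grk1b at −6.41 (adjusted p at most 9.0e-25 by edgeR's quasi-likelihood test). In 10 sets of simulated counts without any change, the genes chosen the same way kept their sign in 25.4 of 50 on average and in 30 at most. Here and in the later windows such counts show noise alone and cannot tell how often changed genes keep their sign. When the 0 h retinas were split so that no time point shared controls with another, the number was 48 for the same 50 genes. The genes at adjusted p < 0.05 over this window numbered 7096.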

In the early response phase, gene expression was either significantly down or up-regulated (Figure 6A). In contrast, the late response/differentiation dataset showed changes in gene expression that were more varied (Figure 6C). 

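Among the strongest genes of 10, 14 and 28 dpl, rises and falls were near balance. Of 50 genes with the smallest p over this window, 44 kept the same sign at all 3 times, 21 of them higher and 23 lower than at 0 h, and 6 were mixed. The higher ones included the melanosome gene tyrp1b, at log2 2.504 at 10 dpl and 2.503 at 14 dpl, and the lower ones the clock genes ciarta and per1b and vps36, a gene of endosomal sorting (log2 −2.39 at 10 dpl and −2.83 at 28 dpl, adjusted p = 1.6e-14 and 5.3e-17 by edgeR's quasi-likelihood test). Simulated counts without change kept their sign in 26.6 of 50 on average and 34 at most, and split controls left 45. In this window 1747 genes passed at adjusted p < 0.05.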

Most intriguing, however, we observed a stark contrast in the mid-regeneration heatmap from 5 to 10 dpl (Figure 6B). 

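Between 5 and 10 dpl most of the strongest genes of the mid window rose. Of the 50 genes with the smallest p over 72 hpl, 5 dpl and 10 dpl, 36 were higher and 14 lower at 10 dpl than at 5 dpl, and all 50 passed edgeR's quasi-likelihood test at adjusted p < 0.05. Members of the rod list made up 11 of them and members of the cone list 9. The 50 genes were chosen for differing from 0 h over these times, so their passing is in part fixed by the choice. Genes of both directions were already moving toward 0 h before 5 dpl. At 72 hpl, 5 dpl and 10 dpl gnat2 was at log2 −5.84, −2.75 and −0.54 against 0 h, and mki67 at 3.82, 2.45 and 1.16. Examples of rises were the cone protein gene es1 (log2 4.55) and the rhodopsin kinase gene grk1b (log2 3.41), and examples of falls prdm1a (log2 −2.04) and the guidance receptor gene nrp2b (log2 −1.85, largest adjusted p = 9.5e-10 by edgeR's quasi-likelihood test). Against 0 h, 42 of the 50 kept the same sign at all 3 times, 14 of them higher and 28 lower, against 26.6 on average and 31 at most in simulated counts, and 41 with split controls.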

We hypothesized that these transcriptional changes correlated with a switch from progenitor cell proliferation to photoreceptor differentiation, as was previously suggested using a different damage model (Raymond et al., 2006). To test this hypothesis in our model, we labeled dividing cells from 24 hpl through 5 dpl during the regeneration time-course by BrdU incorporation, which spanned the onset and peak of MGPC proliferation (Figure 6D). Eyes were collected for IHC analysis at 5 and 10 dpl and labeled with an anti-BrdU antibody (Figures 6E,F). In addition, we co-labeled these retinal sections with anti-Blue Opsin, as an indicator of photoreceptor differentiation. At 5 dpl, large columns of BrdU-positive progenitors were observed, with the majority of the BrdU-positive cells residing in the ONL (Figure 6E). There was no histological evidence of any differentiated blue cone photoreceptors at this time point (Figure 6E). At 10 dpl, BrdU immunolabeling was generally weaker, indicating dilution of the signal due to continued cell proliferation (Figure 6F). However, BrdU-positive blue cone photoreceptors were clearly visualized at this time point (Figure 6F), confirming that the time period between 5 and 10 dpl represents a window of photoreceptor differentiation in our transcriptomic dataset. Consistent with this, many of the genes that increased significantly in expression from 5 to 10 dpl were photoreceptor specific, including *phosphoducin (pdcb)*, *opn1mw2*, *sagb*, and *gngt2b* (Figure 6B). This dataset could serve as a source of future studies on genes of interest that control photoreceptor differentiation.

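From 5 to 10 dpl the retina gained photoreceptor transcripts and lost progenitor transcripts (n = 6 retinas per group). Phosducin gene pdcb rose from 612 ± 199 to 2679 ± 199 pseudo-counts (log2 fold change 2.13, standard error 0.15, adjusted p = 4.2e-16 by edgeR's quasi-likelihood test) and green opsin opn1mw2 from 246 ± 313 at 5 dpl (log2 3.51). The arrestin gene sagb rose from 412 ± 149 to 2729 ± 707 (log2 2.77) and the cone transducin gene gngt2b from 2830.2 ± 1854 to 9668 ± 1846 (log2 1.78, adjusted p = 5.8e-7 by edgeR's quasi-likelihood test). Within the experiments the log2 fold change was 2.37 in experiment 1 and 1.88 in experiment 2 for pdcb, 5.16 in experiment 1 and 2.77 in experiment 2 for opn1mw2, 2.85 in experiment 1 and 2.61 in experiment 2 for sagb and 2.68 in experiment 1 and 1.13 in experiment 2 for gngt2b. Of 24 rod genes 20 were higher and 0 lower at 10 dpl (20 and 0 adjusted over the list alone, camera adjusted p = 2.0e-90), and of 28 cone genes 20 and 2 (22 and 2 adjusted over the list alone, adjusted p = 1.3e-39). Progenitor genes went the other way, with 1 higher and 25 lower of 45 (1 and 31 adjusted over the list alone, camera adjusted p = 4.7e-20), as did mitosis genes, with 0 and 25 of 38 (0 and 28 adjusted over the list alone), and photoreceptor transcription factors, with 0 and 5 of 15 (0 and 6 adjusted over the list alone). In all, 752 genes were higher and 891 lower at 10 than at 5 dpl, against 453 and 301 in experiment 1 alone and 485 and 773 in experiment 2 alone. The balance turned to 291 higher and 238 lower with an absolute log2 fold change of at least 1, and to 987 and 668 with limma on the pseudo-counts, chosen after the data were seen. From labeled cells that had become blue cones, the paper concludes that 5 to 10 dpl is a window of photoreceptor differentiation. The values give each gene's share of the reads of a whole retina, so a rise can come from new cells, from more transcript per cell or from less transcript of other genes.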

**FIGURE 6:**
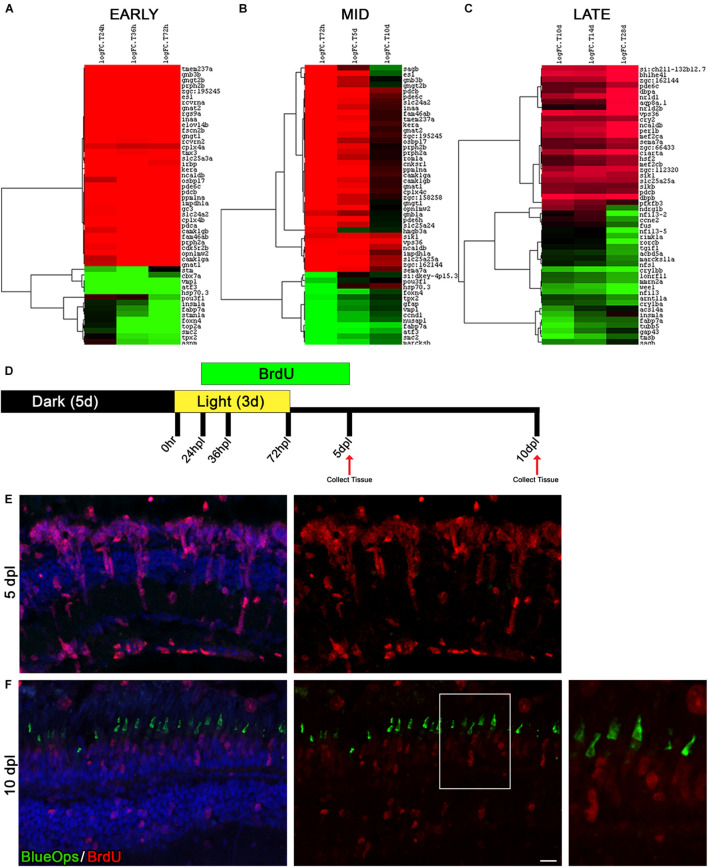
The time window between days 5 and 10 of regeneration represents a distinct turning point toward differentiation. **(A–C)** A time-course analysis was performed on each of the following three time periods; early response (24, 36, and 72 hpl), mid-regeneration (72 hpl, 5, and 10 dpl), and late-regeneration (10, 14, and 28 dpl). The top 50 genes were run through hierarchical clustering with complete linkage in Gene Cluster 3.0. Genes upregulated from the 0 h baseline are in green and downregulated from the 0 h baseline are in red. All top 50 genes had an FDR < 2 × 10^− 9^. **(D)** To trace newly generated cells during the process of regeneration, cells were labeled with BrdU added to the fish water from 24 hpl (prior to MG cell cycle entry) to 5 dpl (past the peak proliferation timepoint) and harvested at 5 and 10 dpl. **(E,F)** Retinal sections were co-labeled with anti-BrdU (red) and anti-Blue Opsin (green) at 5 dpl **(E)** and 10 dpl **(F)**. Nuclei were stained blue with TO-PRO-3. We did not observe immunolocalization of Blue Opsin at 5 dpl **(E)**. In contrast, the expansion in the bottom right highlights that the Blue Opsin signal seen in the new outer segments of cones at 10 dpL is coming from the BrdU-positive, newly derived cone photoreceptors as a result of regeneration. The heat map paired with the immunolabeling comparison of the 5–10 dpl timepoints demonstrates that the period of time between 5 and 10 dpl likely represents a major cell fate decision point in which stem cell pathways are being shut down and pro-differentiation pathways are being turned on. Scale bar represents 5 μm.

### The 28 dpl End-Point of Retinal Regeneration Exhibits a Transcriptome Distinct From the Naïve Retina

We hypothesized that the transcriptome of the regenerating retinas would incrementally return to the undamaged, dark-adapted 0 h control retinas, which was supported by our initial PCA analysis (Figure 1C). However, when we compared dark-adapted 0 h transcriptomes to the 28 dpl samples, we found 452 significantly downregulated DEGs and 345 significantly upregulated DEGs at 28 dpl (Figure 7D; *p* < 0.002 was used as a cutoff). 

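At 28 dpl the retina still differed from 0 h in clock genes, opsins and a scatter of other transcripts (n = 6 retinas per group). Among the largest changes, nfil3, a repressor in the clock, rose from 15.21 ± 13.9 to 120 ± 61.1 pseudo-counts (log2 fold change 3.05, standard error 0.34, adjusted p = 1.4e-9 by edgeR's quasi-likelihood test), and wee1, a mitotic brake kinase, from 13.9 ± 8.80 to 78.8 ± 10.3 (log2 2.48). The deiodinase gene dio3a and the activin subunit gene inhbb rose by log2 2.56 and 2.53. Transcripts of mef2ca, a transcription factor best known from muscle, fell from 183 ± 65.6 to 29.3 ± 8.34 (log2 −2.65). In total 617 genes were higher and 439 lower at adjusted p < 0.05 by edgeR's quasi-likelihood test, and 484 and 342 at an unadjusted p < 0.002. In the authors' own deposited table 274 genes are higher and 370 lower at that p. Experiment 1 alone called 680 genes and experiment 2 alone 487, with 3 retinas per group. Cone genes other than the opsins were lower, 11 of 28 against 4 higher (4 and 13 adjusted over the list alone, camera adjusted p = 3.0e-5, and adjusted p = 0.22 with an estimated correlation), among them pde6c at log2 −1.48 and the guanylate cyclase gene gc3 at −1.60. Rod genes were 3 higher and 5 lower of 24 (4 and 5 adjusted over the list alone, camera adjusted p = 0.72).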

Gene-ontology analysis of the DEGs highlighted several major gene categories that reflected an effect of the 5-day dark adaptation prior to the light treatment in our 0 h control group. For example, some of the top categories were “response to light stimulus,” “circadian rhythm,” and “response to environmental stimulus” (Figure 7A). Therefore, we repeated our analysis with non-dark adapted, age-matched naïve controls to determine whether the regenerated transcriptome returned to the naïve state. 

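Clock genes were among the largest differences between 28 dpl and dark-adapted 0 h retinas, and went both ways (n = 6 retinas per group). The repressor genes ciarta and nr1d1 fell from 153 ± 38.3 and 87.8 ± 15.4 pseudo-counts to 10.2 ± 7.43 and 7.44 ± 6.53 (log2 −3.94 and −3.63, adjusted p = 1.1e-13 and 3.6e-9 by edgeR's quasi-likelihood test), and the period gene per1b fell, at log2 −2.76. The cryptochrome gene cry1bb rose from 144 ± 131 to 731 ± 205 (log2 2.46), while cry2 fell, at log2 −1.58. Within the experiments ciarta changed at log2 −3.44 in experiment 1 and −5.14 in experiment 2 and cry1bb by 4.24 in experiment 1 and 1.16 in experiment 2. Of 53 genes of the clock and of the response to light, 14 were higher and 14 lower (18 and 15 adjusted over the list alone), and camera, which tests for a shared direction, gave adjusted p = 0.82.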

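The comparison with naïve fish, which were neither dark-adapted nor lit, used 6 further single retinas beside the 6 at 0 h and the 6 at 28 dpl. In the tables used here these have edgeR pseudo-counts only, so limma's moderated t-test with a trend was run on log2(pseudo-count + 1) over the 11700 genes with at least 5 in at least 6 of the 18 libraries. Read totals recovered from the pseudo-counts were 1934170 to 2522660 per naïve retina, close to those of the other groups. Median totals of the pseudo-counts themselves were 2653820 in naïve retinas, 1826340 at 0 h and 2041940 at 28 dpl. Ratios to naïve therefore depend on the scaling. In the authors' sample list the read files of the naïve retinas bear names of their own, apart from both experiments, so an effect of condition cannot be told apart from an effect of separate handling. No term for experiment was fitted for that reason. They held 11585 to 12096 detected genes against 12331 to 13754 at 0 h and 12425 to 13694 at 28 dpl, and their 10 most abundant genes took a median of 16.3% of the reads against 11.3% and 13.4%. The correlation of log2 levels between naïve retinas ran from 0.954 to 0.971.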

We found that there were overall fewer GO categories in the comparison of 28 dpl retinas to naïve controls than in the comparison of 28 dpl retinas to dark-adapted 0 h controls, and all of the visual processing related categories disappeared in this new analysis (Figure 7B). However, new GO categories appeared that suggest an unresolved transcriptome at 28 dpL (Figure 7B), and we observed more DEGs in the comparison of 28 dpl retinas to naïve controls than in the comparison of 28 dpl retinas to dark-adapted 0 h controls (Figures 7D,E).

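Some clock genes and many photoreceptor genes still differed between 28 dpl and naïve retinas (n = 6 retinas per group). The period gene per1b was at 343 ± 56.6 pseudo-counts in naïve retinas, 152 ± 58.4 at 28 dpl and 996 ± 128 at 0 h, and was lower at 28 dpl than in naïve retinas at log2 −1.25 (adjusted p = 6.1e-5 by limma). The nuclear receptor gene rorca and the clock activator gene clockb were higher than naïve by log2 2.01 and 1.12 (adjusted p = 1.2e-5 and 4.2e-5 by limma). Of the 53 genes of the clock and light response, 12 were higher and 12 lower than in naïve retinas (12 and 12 adjusted over the list alone, camera adjusted p = 0.94). Rod genes were 3 higher and 13 lower of 24 (3 and 13 adjusted over the list alone, camera adjusted p = 0.0041, and adjusted p = 0.27 with an estimated correlation), with prph2b at log2 −0.79. Cone genes were 1 higher and 16 lower of 27 (1 and 17 adjusted over the list alone, camera adjusted p = 6.0e-5, and adjusted p = 0.32 with an estimated correlation), with pde6h, an inhibitory subunit of the cone phosphodiesterase, at log2 −1.39.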

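More genes separated 28 dpl retinas from naïve retinas than from 0 h retinas (n = 6 per group). In total 2309 genes were higher and 2061 lower at 28 dpl than in naïve retinas (adjusted p < 0.05 by limma), and 1290 and 1188 at an unadjusted p < 0.002. The balance depended on the threshold and filter, with 1620 higher and 495 lower at an absolute log2 fold change of at least 1, 586 and 29 at an unadjusted p < 0.05 with at least 2, and 1324 and 1978 among genes with a mean of at least 20 (limma). With the 28 dpl retinas of experiment 1 or 2 alone against all naïve retinas, 5430 and 1444 genes were called. The stress chaperone gene hsp70l was at 10.9 ± 10.2 pseudo-counts at 28 dpl against 256 ± 193 in naïve retinas (log2 fold change −4.60, standard error 0.66, adjusted p = 2.8e-5 by limma). Heat shock genes were 2 higher and 15 lower of 32 (2 and 16 adjusted over the list alone, camera adjusted p = 0.0015, and adjusted p = 0.27 with an estimated correlation). Ribosomal protein genes, with rpl4 at log2 −1.03, were 0 higher and 71 lower of 78 (0 and 73 adjusted over the list alone, camera adjusted p = 2.8e-22, and adjusted p = 0.32 with an estimated correlation). Respiratory chain genes, with atp5g1 at log2 −0.999, were 1 and 64 of 92 (2 and 69 adjusted over the list alone, adjusted p = 1.8e-15, and adjusted p = 0.32 with an estimated correlation). The axon guidance genes plxna3 and sema3b were higher by log2 1.45 and 1.81 (adjusted p = 2.5e-6 and 8.2e-6 by limma), and their list held 13 higher and 3 lower of 28 (14 and 3 adjusted over the list alone, camera adjusted p = 0.0022, and adjusted p = 0.27 with an estimated correlation). The acetylcholine receptor gene chrnb1 went from 0.193 ± 0.457 in naïve retinas to 52.4 ± 20.6 at 28 dpl (log2 5.46).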

**FIGURE 7:**
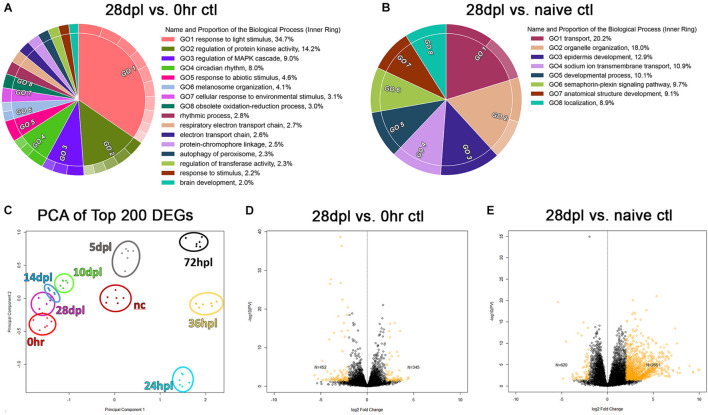
28 days post light does not represent transcriptional recovery to either the 0 h, or naïve control transcriptional baseline. **(A)** Gene Ontology (GO) was performed on the time-course analyses of all significantly differentially regulated genes (DEGs) (*p* < 0.002) comparing dark-adapted 0 h controls to 28 dpL retinas and **(B)** non-dark-adapted naïve controls to 28 dpL retinas. Significant DEGs were run through the “Reduce and Visualize Gene Ontology” (REVIGO) software to remove redundant GO terms based on similarity. Circular Visualization plots were generated using the Circular Gene Ontology terms Visualization (CirGO) algorithm displaying up to 20 of the most represented categories. Inner rings represent the hierarchical summary categories identified by the REVIGO software that contain the subcategories in the outer rings that fall under the umbrella term (not shown). Keys to the right of each graph represent labels for the inner ring categories. **(C)** Principle component analysis constructed using the top 200 genes differentially regulated as compared to the 0 h baseline, with the addition of the non-dark-adapted naïve control group (“nc” dark red) which clustered distinct from both the dark-adapted 0 h controls and the 28 dpL retinas. **(D,E)** Volcano plots highlighting the remaining significant DEGs in yellow (*p* < 0.05) at **(D)** 28 dpL compared to dark-adapted 0 h controls and **(E)** 28 dpL compared to naïve controls.

Finally, we observed a distinct alteration in the transcriptional state due to the dark adaptation that is common to all light damage paradigms. This phenomenon was most visually apparent in the PCA plot of the top 200 DEGs in each dataset (Figure 7C). 

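Dark-adapted 0 h retinas differed from naïve retinas in 3104 genes that were higher and 3151 that were lower (adjusted p < 0.05 by limma, n = 6 retinas per group). The clock gene dbpb, a transcription factor with a daily rhythm, was at 1.37 ± 1.52 pseudo-counts in naïve retinas and 45.2 ± 15.23 at 0 h (log2 4.49, standard error 0.49, adjusted p = 2.0e-7 by limma). The light-induced cryptochrome gene cry1ba was lower at log2 −1.57 and per1b higher by 1.54. Of 53 clock and light-response genes, 18 were higher and 16 lower (18 and 16 adjusted over the list alone, camera adjusted p = 0.71). Respiratory chain genes were 0 higher and 82 lower of 92 (0 and 84 adjusted over the list alone, camera adjusted p = 2.7e-24, and adjusted p = 0.20 with an estimated correlation), with ndufb11 at log2 −1.92. Ribosomal protein genes were 0 and 77 of 78 (0 and 77 adjusted over the list alone, adjusted p = 2.3e-26, and adjusted p = 0.20 with an estimated correlation). The 0 h retinas of experiment 2 alone, against all naïve retinas, gave 3972 genes and those of experiment 1 alone 6130.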

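Naïve, 0 h and 28 dpl retinas lay near each other beside the early time points, and naïve retinas lay apart from both others by a small distance (n = 6 retinas per group). With all 54 retinas, the centroid of the naïve group was 3.503 log2 units from that of 0 h (two-sided exact permutation p = 0.0065) and 4.04 from that of 28 dpl (exact p = 0.0043), and those of 28 dpl and 0 h were 2.63 apart. The 200 genes were chosen from the time-course, in which 28 dpl was set against 0 h, so no test is given for that pair. Naïve retinas were 1.35 from their own centroid on average, 0 h retinas 1.71 and 28 dpl retinas 1.89. PC1 and PC2 of this set held 79.2% and 8.88% of the variance.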

We noted that the naïve controls clustered tightly within their sample group, but spatially distinct from both the dark-adapted 0 h controls and the 28 dpl retinas (Figure 7C). Collectively, these findings suggest that—despite widely reported functional recovery—28 dpl retinas did not return to a naïve age-matched retinal transcriptome.

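Retinas at 28 dpl and naïve retinas differed in named genes of several kinds (n = 6 per group). Higher at 28 dpl were stim1b, a calcium sensor of the endoplasmic reticulum, with 52.5 ± 33.0 pseudo-counts against 1.14 ± 2.701 in naïve retinas (log2 fold change 4.99, standard error 0.46, adjusted p = 1.5e-7 by limma), and llgl1, a cell polarity gene (log2 3.21). Lower were the chitinase gene chia.5, with 1.14 ± 1.12 against 55.4 ± 13.3 (log2 −4.85), the prostaglandin synthase gene ptgdsb.2 (log2 −2.62) and the kinase gene sik2a (log2 −2.75). Before any light stim1b and chia.5 were already apart from naïve, by log2 5.84 and −5.14 at 0 h. Photoreceptor transcription factors six7 and nr2e3, of cones and rods, were lower at 28 dpl at log2 −1.57 and −2.16 (adjusted p = 7.1e-7 and 5.9e-6 by limma). The paper sets 28 dpl retinas against dark-adapted and naïve retinas, finds more differing genes against the naïve ones and new categories among them, and proposes that the transcriptome had not returned to the naïve state. Because naïve retinas belong to neither of the experiments by the names of their read files, how much of the difference belongs to condition could not be resolved.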

As a final exploration of the transcriptional differences between the naïve control, 0 h dark-adapted control, and 28 dpl retinas, we re-visited our original investigations into individual genes highly studied in the retinal regeneration literature. These included inflammatory markers (Figures 4, 5), stem cell genes (Figure 5), and the opsins (Figures 2–4). We normalized and quantified the transcript numbers of the newly added naïve control transcriptomes and plotted them as a new baseline on the gene expression graphs (Figure 8). We noticed three distinct phenomena in the patterns of gene expression recovery at 28 dpl compared to naïve control retinas: (1) genes that did not change drastically in expression from dark adaptation and returned to a similar baseline as naïve controls at 28 dpl, (2) genes that did change due to dark adaptation, but recovered to the naïve retina transcriptional baseline, and (3) genes that did change due to dark adaptation and recovered to the dark-adapted 0 h baseline. 

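The macrophage gene mpeg1.1 stood at similar levels in naïve, 0 h and 28 dpl retinas, while the glial gene gfap was lower at 0 h (n = 6 retinas per group). Pseudo-counts of mpeg1.1 were 17.6 ± 6.20 in naïve retinas and 18.5 ± 7.94 at 28 dpl, with ratios of means to naïve of 0.876 at 0 h and 1.05 at 28 dpl (two-sided exact permutation p = 0.42 and 0.91, adjusted p = 0.52 and 0.95 over 26 tests). For gfap they were 50.0 ± 10.2 in naïve retinas and 61.01 ± 12.1 at 28 dpl, with ratios of 0.678 at 0 h (exact permutation p = 0.017, adjusted p = 0.032) and 1.22 at 28 dpl (exact p = 0.10, adjusted p = 0.17). Against naïve, gfap was at log2 −0.59 at 0 h (adjusted p = 0.034 by limma), and against 0 h it was at 0.79 at 28 dpl (adjusted p = 0.0013 by edgeR's quasi-likelihood test). The comparisons with naïve depend on the scaling, as the median pseudo-count total was 2653820 in naïve retinas and 1826340 at 0 h. Müller glia genes as a set were 1 higher and 13 lower of 19 at 0 h than in naïve retinas (1 and 13 adjusted over the list alone, camera adjusted p = 0.0012, and adjusted p = 0.20 with an estimated correlation), and microglia genes 2 and 0 of 21 at 28 dpl (2 and 0 adjusted over the list alone, adjusted p = 0.35).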

The first category included the inflammatory and gliosis markers *mpeg1.1* (Figure 8A) and *GFAP* (Figure 8B), both of which appeared relatively unaffected in expression by the dark adaptation and recovered back to pre-damage levels. In this same category, we also have the cell cycle marker *PCNA* (Figure 8C) and the amacrine/ganglion cell markers HuC and HuD (*elavl3* and *elavl4*, respectively) (Figure 8D). 

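Transcripts of pcna and elavl4 were lower than naïve at 0 h and at 28 dpl, and those of elavl3 at 28 dpl (n = 6 retinas per group). The replication gene pcna was at 246 ± 26.7 pseudo-counts in naïve retinas and 157 ± 16.6 at 28 dpl, with ratios of means to naïve of 0.607 at 0 h and 0.639 at 28 dpl (two-sided exact permutation p = 0.0022 for both, adjusted p = 0.0051 over 26 tests). The neuronal RNA-binding gene elavl4 (HuD) was at 2088 ± 208 in naïve retinas, with ratios of 0.621 at 0 h (exact permutation adjusted p = 0.0051) and 0.735 at 28 dpl (adjusted p = 0.022). Its paralog elavl3 (HuC) was at 71.0 ± 16.4, with ratios of 0.792 at 0 h (exact permutation p = 0.15, adjusted p = 0.20) and 0.588 at 28 dpl (exact p = 0.0087, adjusted p = 0.019). By limma the log2 fold changes at 28 dpl were −0.64 for pcna, −0.47 for elavl4 and −0.74 for elavl3 (adjusted p = 0.0062, 0.0084 and 0.012). These values and the ratios depend on the scaling of the pseudo-counts, whose median total was 2653820 in naïve retinas, 1826340 at 0 h and 2041940 at 28 dpl. Against 0 h neither pcna nor elavl4 differed at 28 dpl (log2 0.12 and 0.21, adjusted p = 0.75 and 0.27 by edgeR's quasi-likelihood test).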

Interestingly, the opsin genes followed different recovery patterns based on type of opsin. 

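All opsin transcripts were lower in dark-adapted 0 h retinas than in naïve retinas, and UV and blue opsin were not distinguishable from naïve at 28 dpl (n = 6 retinas per group). UV opsin opn1sw1 was at 44.3% ± 18.4% of the naïve mean at 0 h and 96.3% ± 12.9% at 28 dpl, and blue opsin opn1sw2 at 61.6% ± 19.1% and 86.4% ± 13.2%. At 0 h opn1sw1 was at log2 −1.25 and opn1sw2 at −0.75 against naïve (adjusted p = 1.6e-5 and 5.1e-4 by limma), and at 28 dpl at −0.05 and −0.22, neither of which passed (adjusted p = 0.85 and 0.29 by limma). Under quantile normalization opn1sw2 at 28 dpl was at log2 0.38 (adjusted p = 0.027 by limma). Two-sided exact permutation tests of 28 dpl against naïve gave p = 0.61 for opn1sw1 and 0.061 for opn1sw2 (adjusted p = 0.69 and 0.11 over 9 opsins). Of the 9 opsins, 0 were higher and 9 lower at 0 h (0 and 9 adjusted over the list alone, camera adjusted p = 3.2e-4, and adjusted p = 0.20 with an estimated correlation), and exact permutation tests passed for all but red opsin opn1lw2 (adjusted p = 0.15 over 9 opsins). They are the opsins the study chose, so the count is not independent of its claim, and without 0 h replicate 5, which was high in cone opsins, opn1sw1 at 0 h was at log2 −1.44.

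**Figure D3:**
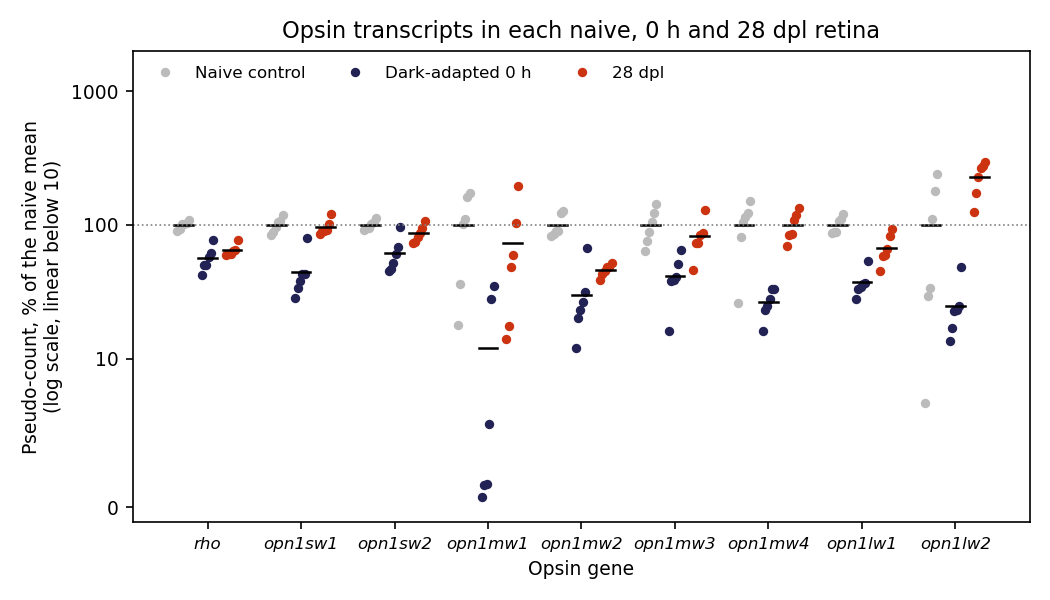
Pseudo-counts of 9 opsins (horizontal axis) as a percentage of the naïve mean (vertical axis, log scale), with points for single naïve, 0 h and 28 dpl retinas and lines for means of 6. At 28 dpl rho stays at 64.5% and opn1mw2 at 45.9%, while opn1lw2 reaches 228%.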

Not surprisingly, all opsins significantly decreased during the 5-day dark adaptation, but the short wavelength cone opsins [UV (opn1sw1) and Blue (opn1sw2)] recovered completely to the naïve control baseline of gene expression (Figures 8E,F). In contrast, *rhodopsin* expression never reached the naïve control baseline, but instead, recovered to the dark-adapted baseline (Figure 8G). 

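Rhodopsin transcript at 28 dpl lay below the naïve level and near the 0 h level (n = 6 retinas per group). The rod pigment gene rho was at 93449 ± 6686 pseudo-counts in naïve retinas, and stood at 56.4% ± 12.2% of that mean at 0 h and 64.5% ± 6.50% at 28 dpl. The log2 fold change against naïve was −0.64 at 28 dpl (standard error 0.20, adjusted p = 0.016 by limma, two-sided exact permutation p = 0.0022, adjusted p = 0.0097 over 9 opsins) and −0.85 at 0 h (adjusted p = 0.0012 by limma). Rhodopsin is the most abundant of these transcripts, and under quantile normalization, which forces the top genes of all retinas to a shared value, its log2 fold change was 0.24 at 28 dpl and 0.48 at 0 h. Of the rod genes around it, the transducin gene gngt1 was lower than naïve at 0 h at log2 −1.21 and the arrestin gene sagb by −2.36 at 0 h and −1.44 at 28 dpl (adjusted p = 4.1e-6, 1.6e-6 and 9.7e-4 by limma).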

Lastly, the medium and long wave length opsins [Green Opsin (*opn1mw1-4*) and Red Opsin (*opn1lw1-2*)] have multiple paralogs, which also exhibited distinct recovery patterns (Figures 8H,I). 

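Green opsin opn1mw2, the most abundant green paralog in naïve and 0 h retinas, stayed below the naïve level at 28 dpl, and the other green paralogs were not distinguishable from it (n = 6 retinas per group). In naïve retinas opn1mw2 was at 9393 ± 1869.7 pseudo-counts, opn1mw3 at 3968 ± 1166, opn1mw4 at 3316 ± 1418 and opn1mw1 at 556 ± 349.6, and at 28 dpl they were at 4314 ± 450.0, 3256 ± 1074, 3325 ± 811 and 404 ± 376. Log2 fold changes at 28 dpl against naïve were −1.11 for opn1mw2 (standard error 0.25, adjusted p = 0.0015 by limma), −0.30 for opn1mw3, 0.15 for opn1mw4 and −0.64 for opn1mw1 (smallest adjusted p of these 3 = 0.39 by limma). Two-sided exact permutation tests gave adjusted p = 0.0097 for opn1mw2 and 0.42 for opn1mw3 over 9 opsins. At 0 h all of them were lower than naïve, at log2 −1.92 for opn1mw2, −1.33 for opn1mw3, −1.78 for opn1mw4 and −3.95 for opn1mw1 (largest adjusted p = 2.3e-4 by limma). From 14 to 28 dpl opn1mw2 was 1.38 times as high (exact permutation p = 0.022, adjusted p = 0.038 over 26 tests). Shares of reads between the near-identical paralogs are uncertain.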

While the most dominantly expressed Green Opsin at the dark-adapted 0 h baseline did not recover to the naïve control baseline transcription level, all non-dominant paralogs (*opn1mw2-4*) appeared to recover close to the naïve control baseline (Figure 8H). Red Opsin appeared to follow a similar pattern, though in this case, the non-dominantly expressed paralog (*opn1lw2*) recovered to a level higher than both the naïve and 0 h control baselines (Figure 8I). 

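Red opsin opn1lw1 stayed below the naïve level at 28 dpl and its paralog opn1lw2 lay above it (n = 6 retinas per group). Levels in naïve retinas were 12438 ± 1736 pseudo-counts for opn1lw1 and 1479 ± 1388 for opn1lw2, and at 28 dpl opn1lw1 stood at 67.5% ± 17.3% of the naïve mean. The log2 fold change at 28 dpl was −0.60 for opn1lw1 (adjusted p = 0.010 by limma, two-sided exact permutation adjusted p = 0.032 over 9 opsins) and 1.94 for opn1lw2 (adjusted p = 0.0086 by limma, exact permutation adjusted p = 0.063). At 0 h they were at log2 −1.45 and −1.31 against naïve (adjusted p = 6.5e-7 and 0.049 by limma). Naïve retinas varied widely in opn1lw2, with a share of 10.6% ± 9.71% of red opsin pseudo-counts. Under quantile normalization opn1lw1 at 28 dpl was at log2 0.09.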

To our knowledge, this represents the first investigation into the differential transcriptional recovery profiles of the opsin genes upon phototoxic lesion.

**FIGURE 8:**
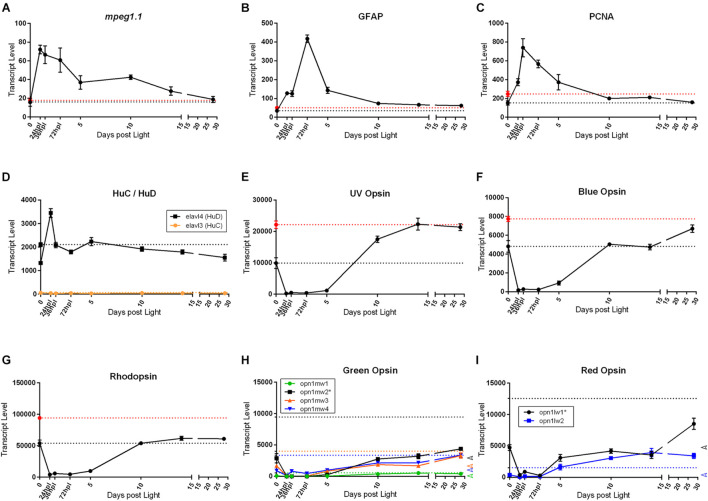
Common genes studied in retinal regeneration with dark adapted 0 h control, and naïve, non-dark adapted control baselines. All graphs in this figure represent transcript pseudo-counts for each of the genes listed above the plots from 3′mRNA-seq of individual adult zebrafish retinas for each timepoint (*n* = 6). In plots **(A–G)**, the black dotted line on the y-axis represents the baseline gene expression for the dark-adapted 0 h controls, the red dotted line represents the gene expression baseline of age-matched, non-dark-adapted naïve control retinas. In plots **(H,I)**, colored dotted lines on the y-axis correspond to the naïve control baseline gene expression corresponding to the same color of the genes in the key. The dark-adapted control baselines are not highlighted in these plots for ease of interpretation. Instead, on the far-right axis, empty arrowheads corresponding to the 0 h control baseline transcript values are displayed for reference. For inflammatory **(A)**, gliotic **(B)**, proliferative **(C)**, and inner nuclear layer **(D)** markers, we observe that the dark-adapted 0 h controls and the naïve controls have similar baseline expression and the expression pattern generally resolves to baseline at 28 dpl. The opsins have several distinct patterns of recovery. **(E,F)** Short wavelength cone opsins recover to the naïve control gene expression baseline whereas **(G)** Rod photoreceptor opsin expression returns to the dark-adapted 0 h control baseline. **(H,I)** Medium and long wavelength opsins appear to have different patterns of recovery even between paralogs of the same opsin, with some paralogs returning to the naïve control baseline and some returning to the dark-adapted 0 h control baseline. Asterisks in paralog keys in **(H,I)** represent the most dominantly expressed paralog at the 0 h baseline for opsins with multiple paralogs.

## Materials and Methods

### Fish Maintenance

Adult (6–9 months) *albino* (*alb*) zebrafish were used for all experiments. Unless otherwise noted, fish were maintained under a daily light cycle of 14 h light (250 lux):10 h dark at 28.5°C (Westerfield, 1995) and fed a combination of flake food and brine shrimp. The Institutional Animal Care and Use Committee at Wayne State University approved all procedures used in this study (Protocol # 19-02-0970).

### Intense Light Exposure and Tissue Collection

A photolytic damage model was used to destroy rod and cone photoreceptors (Thomas et al., 2012). First, 24 adult *albino* fish per treatment group were dark adapted for 5 days. Next, the 0 h control group tissue was harvested and the remaining fish were subjected to a two-part photolytic damage for three days as previously described (Turkalj et al., 2021), and then transferred back to standard light:dark conditions. Briefly, fish were subjected to 30 min of intense ∼100,000 lux broad spectrum white light exposure from a mercury halide bulb through a liquid light guide (Leica Microsystems, Cat#EL6000, Feasterville, PA). Fish were then immediately transferred to a secondary continuous light exposure of lower intensity (∼10,000 lux) utilizing four 250 W halogen bulbs (Woods Home Products, cat#L21, Carrollton, Georgia). Eyes were harvested at the following time points post-onset of light treatment: 24 h post light (hpl), 36, 72 hpl, 5 days post light (dpl), 10, 14, and 28 dpl (Figures 1A,B). The full experiment was performed in duplicate with *n* = 3 animals, resulting in *n* = 6 animals per condition in total. Prior to tissue harvesting, animals were euthanized in a 1:500 dilution of 2-Phenoxyethanol (Millipore Sigma cat#77699, St. Louis, MO) according to the approved protocol.

### BrdU Incorporation

For the BrdU study, 10 adult (6–9months) *albino* fish were subjected to the same light treatment procedure described above, except that at 24 hpl, fish were transferred to a 1 L solution containing 0.66 g of NaCl, 0.1 g Neutral Regulator (SeaChem Laboratories, Inc. Stone Mountain, GA), and 1.5 g (5 mM) BrdU (Sigma, Saint Louis, MO). After 48 h in the BrdU solution, fish were transferred into a fresh preparation of the BrdU solution. After an additional 48 h of BrdU incorporation (i.e., at 5 days post onset of light treatment), fish were placed back into fresh system water and split into two groups. 5 of the animals were sacrificed and their eyes were harvested for immunohistochemistry; the remaining 5 were returned to normal conditions for an additional 5 days, at which point they were euthanized, and their eyes were harvested for immunohistochemistry at 10 dpl.

### Immunohistochemistry

Two different immunohistochemistry protocols were used for the primary antibody incubation. Standard immunohistochemistry was performed exactly as previously described (Thummel et al., 2008a) using the following primary antibodies: rabbit anti-Rhodopsin antisera (gift from David Hyde; 1:5,000), mouse anti-PCNA (Sigma; 1:1,000), rabbit anti-Blue Opsin (gift from David Hyde; 1:500), rabbit anti-UV Opsin (gift from David Hyde; 1:1,000), rabbit anti-Red Opsin (gift from David Hyde; 1:500), rabbit anti-Green Opsin (gift from David Hyde; 1:500), rabbit anti-GFAP (DakoCytomation; 1:500), mouse anti-4C4 (gift from Peter Hitchcock; 1:250), mouse anti-HuC/D (Invitrogen; 1:50). For the use of rat anti-BrdU (Accurate Chemical; 1:200), an antigen retrieval procedure was used exactly as previously described (Thummel et al., 2008a). For both primary antibody procedures, standard secondary antibody procedures were followed as previously described (Thummel et al., 2008a) using AlexaFluor-conjugated 488 and 594 anti-primary (1:500, Life Technologies, Grand Island, NY) and a nuclear stain (TO-PRO-3 “TP3”; 1:750; Life Technologies, Grand Island, NY). Slides were covered with a coverslip using ProLong Gold mounting medium (Molecular Probes, Eugene, OR).

### Confocal Microscopy and Image Quantification

Confocal microscopy was performed using a Leica TCS SP8 confocal microscope. Images were taken in a single plane with the same exposure settings over a 300-micron linear distance on the central dorsal retina. The central dorsal retina was chosen for analysis because (1) it has been well characterized by the field that this region is most significantly damaged by the light damage paradigm, thus leading to the most robust regenerative response and (2) using the same region for all IHC analysis eliminated regional differences observed in photoreceptor loss induced by phototoxic lesions (Thomas et al., 2012). Quantification of detected antigens was performed using ImageJ to quantify mean fluorescence intensity of a single fluorescence channel for each antibody used. Regions of interest were drawn with identical dimensions to include the full retina thickness and the entire 300-micron width of the images. Images were directly quantified and normalized to the 0 h baseline within single imaging session to avoid confounding microscope and staining variability. For the TUNEL assay, images were acquired exactly as described above, but positive nuclei were counted by hand in each image. Statistical differences between groups was analyzed by a one-way ANOVA followed by a *post-hoc* Tukey test using a *p* < 0.05 as a cut-off.

### Retinal Dissection and RNA Isolation

Left eyes from individual animals were harvested at the aforementioned time points and retinal tissue was isolated from the lens and sclera using the following procedure (Figures 1A,B). First, the eye was placed on a sterile Petri dish with the optic nerve facing up. Next, the optic nerve was transected at the back of the eye, leaving a small hole. Size 35 surgical scissors were inserted vertically into the hole and a cut was made in the sclera, radiating from the hole. The eye was then pinched with forceps on the opposite side of the cut and the retina, vitreous, and lens were extruded onto a sterile Petri dish. Using forceps, the lens was then carefully separated from the retina and the retina tissue was transferred into empty, pre-chilled, nuclease-free Eppendorf tubes. RNA was immediately isolated using the Direct-zol^TM^ RNA MicroPrep kit (Zymo Research, Irvine CA), according to the manufacturer protocol.

### cDNA Library Preparation and 3′mRNA-Seq and Analysis

Purified RNA was submitted to the Genome Sciences Core at Wayne State University for RNA quality control, cDNA library preparation, and sequencing. In brief, sequencing libraries were generated from 250 ng of total RNA using Lexogen’s Quantseq 3′mRNA-Seq Library Prep Kit FWD before sequencing on a NovaSeq (minimum of 5 M reads per sample). Reads were aligned to the zebrafish genome (Build dR10) (Dobin et al., 2012) and tabulated for each gene region (Anders et al., 2014). Differential gene expression analysis was used to compare transcriptome changes between conditions (6 replicates per condition across two separate experiments) (Robinson et al., 2009). In addition, separate time series analyses to identify genes involved in the early, mid and late stage changes were also run. Significantly altered genes (|log fold change| = 2; *p*-value = 0.05) were used to identify affected pathways (Huang et al., 2009). Mapped reads and pairwise comparisons for the entire dataset can be found in Supplementary Table 1. The datasets presented in this study can be found in the NCBI Gene Expression Omnibus, accession no: GSE180518.

## Discussion

There are two general approaches used to study zebrafish retinal regeneration: targeted genetic studies of individual pathways, and large, unbiased traditional RNA sequencing studies. Weaknesses of the latter is high cost and the requirement of large amounts of starting material, which collectively often limit the scope these experiments. With this study, we utilized each biological replicate animal for both morphological analysis via IHC, and transcriptomic studies via 3′mRNA-seq. In doing so, we take advantage an underutilized and relatively inexpensive modern technique for transcriptomic analysis and pair it with quantification of IHC and morphological analysis. Together, we provide an updated expression map of the complete 28-day cycle of retinal degeneration and regeneration in adult zebrafish. In addition, we also show several novel findings not previously reported in this well-characterized regeneration model that warrant future investigations. Finally, we also tested the hypothesis that the 28-day endpoint of retinal regeneration represented true transcriptional recovery of the retina to an undamaged state. We provide evidence that it does not, which may challenge how we define complete regeneration.

There are both advantages and disadvantages for using the 3′mRNA-seq method for transcriptional profiling. Because there is no fragmentation of the RNA with 3′mRNA-seq, the number of reads per transcript directly reflects the number of transcripts present in the cell. In contrast, it has been reported that traditional RNA-seq presents a bias toward longer transcripts because they are fragmented into more pieces, and thus have more reads (Stark et al., 2019). Therefore, 3′mRNA-seq, could be thought of as a non-gene specific whole-transcriptome Taqman assay. One example of how 3′mRNA-seq offers information on relative expression levels is that we report for the first time the comparative levels of the different opsin genes at a 5-day dark-adapted baseline prior to damage to a non-dark-adapted naïve control, revealing the profound effect that dark-adaptation has on the quantity of transcripts present for each opsin. We also report which Red and Green Opsin paralogs are expressed in the adult retina. The one disadvantage that 3′mRNA-seq presents is the lack of information on transcript variants. Because 3′mRNA-seq only captures the 3′end of the gene, no information on splice variants can be obtained from these data sets, only gene expression levels. Because of the cost-effectiveness, simplicity of data analysis, and low starting material requirement, several groups have compared the data reliability of 3′mRNA-seq to traditional RNA sequencing with promising conclusions (Ma et al., 2019). The gene expression patterns in well-established models are highly replicated between the two sequencing methods with minor differences. RNA-seq tends to capture 10–20% more differentially expressed genes than 3′mRNA-seq, and RNA-seq tends to be biased toward long transcripts, whereas 3′mRNA-seq captures more short transcripts (Corley et al., 2019; Ma et al., 2019). Depending on the experimental question, 3′mRNA-seq can provide access to reliable whole transcriptome gene expression information for lower cost, less downstream data processing, and less starting material.

Based on previous studies, we chose a 28-day regeneration period with 8 time points for morphological and transcriptomic analysis. The time points (0 h, 24, 36, 72 hpl, 5, 10, 14, and 28 dpl) were chosen to investigate early, middle, and late regenerative stages. Five time points were concentrated in the first week of regeneration because it is well-established that these time points cover the most dynamic cellular processes in the regenerating zebrafish retina (Vihtelic and Hyde, 2000; Kassen et al., 2007; Thummel et al., 2008a; Thomas et al., 2012; Lenkowski and Raymond, 2014). Individual transcriptomes from single retinas as biological replicates were sequenced with the 3′mRNA-seq method, and, as demonstrated by the PCA analysis in Figure 1C, the biological replicates clustered distinctly, and tightly, highlighting the accuracy and precision this method provides, which allowed us confidence in the reliability of these data.

Because the phototoxic lesion protocol used in these studies targets the photoreceptors in the outer retina, we wanted to examine the dynamic morphological and genetic changes associated with photoreceptor degeneration/regeneration over the entire 28-day period. As can be appreciated in Figures 2–4, we highlighted the rapid destruction of cone and rod photoreceptors, noting by IHC analysis, destruction already present at 24 hpl and absence of intact cones and rods by 5 dpl. When using ImageJ to quantify protein localization as a proxy for protein level, the IHC imaging suggested that following light damage there is an observed hypertrophy of the outer retina as the photoreceptors are destroyed and dying cells are compartmentalized and broken down. Ironically, the compaction of photoreceptor debris increased fluorescence pixel density, resulting in an artificial increase in protein localization in ImageJ. This is an important caveat to using this unbiased quantification method.

When comparing the cone and rod IHC data to the gene expression data presented in Figures 2–4, it is clear that there is an inverse relationship between the transcription profiles and the apparent protein quantifications at the early time points from 0 to 72 hpl. The gene expression data of *rhodopsin* and all cone opsins showed a rapid drop in transcript levels from 0 h to 72 hpl, with gene expression beginning its upward trajectory between 72 hpl and 5 dpl. This upward trajectory of gene expression recovery generally preceded evidence of opsin protein by IHC at 5 dpl, suggesting that the opsin genes may be expressed in photoreceptor precursors, or newly made photoreceptors, prior to their terminal differentiation. The exception to this observation was Red Opsin, where we observed very weak expression of Red Opsin at 5 dpl (Figure 2P). This observation may reveal that the differentiation of cones is kinetically distinct for each cone type, and potentially even between opsins within the same cone, as Red and Green Opsins are housed within the same double-cone in zebrafish (Branchek and Bremiller, 1984; Endeman et al., 2013).

An interesting observation of gene paralog expression arose when we labeled amacrine and ganglion cells with the HuC/D antibody to confirm that the inner retina remained undamaged in our paradigm. While the HuC/D antibody co-labels the two proteins HuC and HuD, making them indistinguishable, with the transcriptome data we were able to investigate these two genes, *elavl3* and *elavl4*, separately. As can be seen in Supplementary Figure 2, the HuC/D+ neurons remained morphologically intact and evenly distributed. There was a slight increase in MFI from 36 to 72 hpl, but no change in morphology (Supplementary Figures 2C,D,J). Interestingly, *elavl3* (HuC), was not expressed highly in the retina. 

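Transcript of elavl3 (HuC), a neuronal RNA-binding gene, was scarce at every time, and that of its paralog elavl4 (HuD) was higher (n = 6 retinas per group). Pseudo-counts of elavl3 were 56.2 ± 18.6 at 0 h, 45.4 ± 7.82 at 24 hpl, 33.4 ± 9.32 at 36 hpl and 41.7 ± 8.82 at 28 dpl, against 1297 ± 143 for elavl4 at 0 h. Against 0 h elavl3 was at log2 −0.31 at 24 hpl (adjusted p = 0.29 by edgeR's quasi-likelihood test), and it was lower at 36 hpl (log2 −0.75, adjusted p = 0.0053) and at 5 dpl (log2 −0.69, adjusted p = 0.019).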

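The neuronal gene elavl4 (HuD) rose by 24 hpl, while most other amacrine genes that changed were lower (n = 6 retinas per group). Its pseudo-counts were 3401 ± 473 at 24 hpl, 2047 ± 286 at 36 hpl, 1752 ± 213 at 72 hpl, 2199.5 ± 412 at 5 dpl and 1534 ± 341 at 28 dpl, and every 24 hpl retina lay above every 0 h retina. The ratio of means at 24 hpl to 0 h was 2.62 (two-sided exact permutation p = 0.0022, adjusted p = 0.0051 over 26 tests), with log2 1.54 in experiment 1 and 1.34 in experiment 2. At 36 and 72 hpl the log2 fold changes were 0.64 and 0.44 (adjusted p = 4.4e-6 and 0.0014 by edgeR's quasi-likelihood test). The axon growth gene gap43 rose by log2 4.13 at 24 hpl, whereas the calretinin gene calb2b was at −1.43 and the neuropeptide gene npy at −1.86. Of 26 amacrine genes 2 were higher and 14 lower (2 and 16 adjusted over the list alone, camera adjusted p = 0.046, and adjusted p = 0.42 with an estimated correlation), and of 25 ganglion cell genes 6 and 7 (6 and 7 adjusted over the list alone, adjusted p = 0.74).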

*Elavl4 (*HuD*)*, however, exhibited over a twofold increase in gene expression immediately following injury, corresponding to the slight increase in MFI at 36–72 hpl (Supplementary Figure 2I). It is possible that the small increase in MFI at these timepoints could be a result of this increase in *elavl4* (HuD) gene expression, as it was the dominant transcript in the adult retina in this experiment, which has not been previously reported. It is currently unknown how this response may play a role in the regenerative process, but it is possible that because the MG span the entirety of the retina, they could transport damage signals from the outer retina to the inner retina, resulting in transcriptome changes in undamaged inner nuclear neurons. It is also possible that the loss of normal photoreceptor transduction could have an indirect effect on the transcription of down-stream/third-order inner neurons.

As the role of inflammatory cells in the regenerating retina is an area of increasing interest and investigation (Mitchell et al., 2018; Bollaerts et al., 2019; Silva et al., 2020; Zhang et al., 2020), we aimed to map the timeline of DNA damage and inflammation response in our model. 4C4+ microglia reside primarily in the inner and outer plexiform layers in undamaged retinas and migrate to the area of damage upon insult (Raymond et al., 2006; Craig et al., 2008). To assess DNA damage, a TUNEL assay was performed and the results corresponded closely with the presence of 4C4+ microglia and degenerating photoreceptors shown in Figure 4. First, at 24–36 hpl, the rods underwent a visible hypertrophy (Figures 4B,C), which correlated with the highest TUNEL positivity in the ONL at these time points (Supplementary Figures 1B,C). This sequence of events is consistent with photoreceptor damage and debris providing signals for inflammatory cell migration and activation (Nelson et al., 2013; Nagashima et al., 2019). While the majority of morphologically active microglia are no longer present at the 28 dpl time point, interestingly, we see the re-emergence of a few non-active 4C4 positive cells in the INL of the retina (Figure 4S). It is possible that these are sentinel cells, residing permanently to be ready to remove debris from future insults, as suggested by a repeated phototoxic lesion model previously described by our group (Ranski et al., 2018). An alternative possibility is that a residual chronic level of inflammation remains at 28 dpl and never returns to baseline.

The response of the MG to phototoxic lesion has been well characterized for several years. To validate both our lesion protocol, and our readout methods, it was necessary to label and plot out transcriptome data for two classic genes involved in zebrafish retinal regeneration, *GFAP* and *PCNA.* These genes represent the dynamic and tightly regulated balance between gliosis and proliferation/regeneration, respectively (Thummel et al., 2008a, b; Thomas et al., 2016). At 24 hpl, GFAP was morphologically concentrated at the outer appendages of the MG, which resulted in the first peak of protein quantification. This initial increase in GFAP detection by IHC corresponded to only a modest increase in *GFAP* gene expression (Figure 5L) at 24 hpl. Since we did not have a tissue collection timepoint between 0 and 24 hpl, it is possible that a very early increase in *GFAP* gene expression accounted for the increased GFAP protein expression in the MG appendages in the ONL. Alternatively, the initial increase in IHC detection could be attributed to an intracellular kinetic response of the MG, redistributing this intermediate filament of the cytoskeleton to the site of injury at the ONL. It is also possible that a combination of these two possibilities occurs. Regardless of the mechanism, it should be noted that GFAP expression initially localizes to the area of acute damage in multiple damage models in rodents and zebrafish (Bringmann and Wiedemann, 2012; Krigel et al., 2016; Thomas et al., 2016), which is consistent with our finding. The second peak of GFAP IHC positivity occurred at 5 dpl and was morphologically distributed throughout the entire length of the MG from ONL to INL (Figures 5E,M). This increase in GFAP positivity was likely due to the fourfold increase in *GFAP* gene expression at 72 hpl (Figure 5L). This is a novel finding and maybe akin to GFAP expression being more globally distributed throughout the MG in chronic damage models of retinal detachment and blue-wave light exposure (Bringmann and Wiedemann, 2012; Krigel et al., 2016).

Because zebrafish MG are dynamically regulated, they are able to concurrently exhibit acute and chronic gliotic phenotypes along with a proliferative stem cell response, all the while maintaining retinal homeostasis. It was previously described that at the 36 hpl time point, reactive gliosis occurs concurrently with a robust upregulation of *PCNA* (Thomas et al., 2016), however, the persistence of the gliotic response of the MG beyond the 36 hpl time point has not been reported in the zebrafish phototoxic lesion paradigm. The data presented in Figure 5 suggest a much more dynamic orchestration of multiple processes at once and potentially two distinct gliosis phenotypes, an early gliotic and neuroprotective response that does not correlate with a robust increase in *GFAP* gene expression, and a later, uncharacterized global response subsequent to a large increase in gene expression. Importantly, our approach to directly compare morphology, protein localization quantification, and gene expression changes at each time point allowed us to visualize these data in a new way and highlight new observations.

The next experiment performed in this investigation highlighted an important window of differentiation in the zebrafish retina that warrants future investigation. Through careful observation of the PCA plot (Figure 1C) and the heat maps generated in Figure 6, we noticed that a large shift appeared in the transcriptome profiles between days 5 and 10 post lesion. To determine if differentiated opsins were present in newly generated photoreceptor precursors, we labeled new MGPCs with BrdU in live animals, harvested the tissue at 5 and 10 dpl, and co-labeled with antibodies targeting BrdU and Blue Opsin. As demonstrated in Figure 6E, there is no evidence of Blue Opsin protein at 5 dpl, but at 10 dpl, Blue Opsin is detectable and cone morphology is obviously apparent (Figure 6F). This indicates that our 5 and 10 dpl datasets can be used for future investigations to probe for important differentiation factors in the final stages of MGPC fate determination and maturation.

Lastly, upon investigation into the transcriptional recovery of the regenerating retina at the 28-day endpoint established by the field, we were first surprised by the degree to which *rhodopsin* and the cone opsins all overcompensated their gene expression above the 0 h pre-damage baseline (Figures 2I,T, 3I,T, 4I). We initially hypothesized that this overcompensation indicated that the photoreceptors were still be in the process of maturation. However, when we next investigated the GO analysis of the significant DEGs remaining at 28 dpl, we realized that the highlighted categories pointed to changes in visual stimuli and patterning the circadian clock (Figure 7A), indicating significant transcriptional alteration due to the 5-day dark adaptation. We therefore repeated our analysis using non-dark-adapted, age-matched naïve controls that were in normal light:dark conditions. We hypothesized that these new controls would reveal that the 28 dpl transcriptome returned to a near normal naïve state.

However, we observed several interesting results that open further questions into the transcriptional recovery of the retina. First, there were overall fewer GO categories in the naïve control comparison to 28 dpl retinas than in the dark-adapted 0 h controls to the 28 dpl retinas, and the visual processing categories such as “response to light stimulus” and “circadian rhythm,” disappeared. Second, new GO categories appeared that suggest a transcriptome that remains unresolved at 28 dpL, for example “epidermis development” and “developmental processes.” 

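Several protease genes and hox genes, which pattern the body axis, were higher at 28 dpl than in naïve retinas, and were higher at 0 h as well (n = 6 retinas per group). The hox genes hoxc13a and hoxb3a were at 23.6 ± 5.33 and 25.4 ± 10.2 pseudo-counts at 28 dpl against 4.48 ± 3.35 and 3.94 ± 2.699 in naïve retinas (log2 2.35 and 2.56, adjusted p = 5.2e-5 and 8.5e-5 by limma). At 0 h, before any light, they were higher than naïve by log2 2.83 and 2.74. Of 12 hox genes 7 were higher and 0 lower at 28 dpl (9 and 0 adjusted over the list alone, camera adjusted p = 0.0015, and adjusted p = 0.21 with an estimated correlation), and at 0 h 7 and 0 (7 and 0 adjusted over the list alone). Against 0 h, 0 of 18 hox genes passed edgeR's quasi-likelihood test at 28 dpl, and 0 at an unadjusted p < 0.05. Summed hox reads scaled to library size were 6.50 times naïve at 28 dpl in experiment 1 and 3.16 times in experiment 2. Odorant, trace amine and taste receptor genes, which a retina is not known to use, were raised too, to 3.62 times naïve at 28 dpl and 4.93 times at 0 h. Among proteases, the elastase genes ela2 and ela2l were higher by log2 3.101 and 3.95 and the cathepsin gene ctsl.1 by 4.43 (largest adjusted p = 0.0062 by limma). Digestive genes were 8 higher and 0 lower of 14 (10 and 0 adjusted over the list alone, camera adjusted p = 0.0035, and adjusted p = 0.54 with an estimated correlation), and most of this came from the retinas of experiment 1, in which ctrl, a chymotrypsin gene, was at 144.6 CPM (reads scaled to library size) against 2.36 in experiment 2 and 0.535 in naïve retinas. Matrix proteases and cathepsins were 5 higher and 2 lower of 26 (5 and 2 adjusted over the list alone, camera adjusted p = 0.43), with adamts9 at log2 1.85. Epidermis and cornea genes were 9 and 4 of 26 (10 and 5 adjusted over the list alone, adjusted p = 0.29), with cldni, a claudin gene, at log2 2.64.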

Many of the genes in these categories seem to be involved in proteolysis and developmental patterning, including several proteolytic enzymes and *hox* genes. It is difficult to hypothesize why these pathways may be dysregulated still at 28 dpl. Despite apparent morphological recovery of individual photoreceptors as observed by IHC, Nagashima et al. (2013) demonstrated by wholemount analysis that the photoreceptor mosaic of the regenerated retina is perturbed compared to the naïve retina. Therefore, one possibility why genes in these GO categories may be dysregulated at this time point is an alteration or ongoing changes to the photoreceptor connectome. Alternatively, it is also possible that some of these genes could come from vitreal composition alteration, as several of the ECM proteins targeted in these categories are present in the vitreous (some vitreous material is included in the retinal harvest for sequencing as it is difficult to separate from the retinas). 

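Genes of the vitreous and extracellular matrix went both ways between naïve and 28 dpl retinas (n = 6 per group). The keratocan gene kera, a matrix proteoglycan, was higher at 28 dpl, with 846 ± 253 pseudo-counts against 345 ± 64.5 in naïve retinas (log2 1.26, adjusted p = 5.9e-5 by limma), as was tnc, a tenascin gene (log2 1.38). The biglycan gene bgnb and the collagen-binding gene sparc were lower, at log2 −1.35 and −0.79 (adjusted p = 2.9e-4 and 3.4e-4 by limma). Of 33 genes 8 were higher and 3 lower (8 and 3 adjusted over the list alone, camera adjusted p = 0.25). Lens genes, a further tissue next to the vitreous, were 1 higher and 1 lower of 12 (1 and 1 adjusted over the list alone, adjusted p = 0.68), with mipa, a lens water channel gene, at log2 1.76 (adjusted p = 0.011 by limma).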

The final interesting finding from this investigation was the changes in gene expression due to the dark adaptation step that is common to all phototoxic lesions in this model (Figure 7C). Together, these findings clearly show that 28 dpl retinas are not transcriptionally recovered, despite functional recovery.

Finally, we re-visited the apparent overcompensation of opsin expression at 28 dpl in order to overlay the new naïve baseline control data onto the original graphs (Figure 8). With these new data, we noticed interesting trends within the opsin genes that have not been reported to date. The short wavelength cone opsins, UV and Blue Opsins, seem to have retained a transcriptional memory of the pre-dark adaptation baseline level as it is clear that the 28 dpl endpoint retinas regained full transcriptional recovery to the naïve control baseline (Figures 8E,F). In contrast, the opposite appears to be true of *rhodopsin*, which appears to have reached a steady plateaued transcriptional recovery reflective of the 0 h dark-adapted baseline. Lastly, the medium and long wavelength opsins, Green and Red Opsin, both of which have multiple paralogs, have different recovery trends even between paralogs. For example, the most highly expressed Green Opsin in the retina at baseline, *opn1mw2*, does not come close to recovering to the naïve retinal baseline expression of this paralog at 28 dpl, and appears to still be on an upward trajectory of gene expression, opening the question of whether or not with more recovery time this expression will reach the naïve retinal expression state. The remaining three paralogs of Green Opsin, however, appear to have fully recovered to the naïve retinal expression of these paralogs. Finally, the more highly expressed Red Opsin in the adult retina, *opn1lw1*, also did not return to a naïve retinal transcriptional state, but the lesser expressed paralog of this opsin, *opnl1w2*, surpassed the naïve transcriptional level. These gene expression patterns may suggest differential epigenetic programs of transcriptional level that may be influenced by dark adaptation. Furthermore, the apparent stabilization of the *rhodopsin* gene expression level to a dark-adapted transcriptional state may indicate a potential influence of the MG independent pathway of regenerating rods through existing rod precursor cells. In summary, these different patterns in gene expression recovery of the opsins open up new questions about what is considered the end-point of adult zebrafish retinal regeneration.

With the methods and analysis performed in this manuscript, we present a robust and economical way of investigating the dynamic process of zebrafish retinal regeneration in an unbiased way to allow for efficient comparative analysis. When pairing these transcript data with morphological analysis, we provide the field with an updated histological and transcriptomic map of zebrafish retinal regeneration and a transcriptome database which both affirms past studies, and provides new observations for future investigation. Furthermore, we reveal that the established 28-day functional recovery endpoint of retinal regeneration does not represent transcriptional recovery of the retina when compared to two separate baseline controls. By utilizing both dark-adapted and naïve retinal controls, we were able to discover nuances in the transcriptional recovery of the retina that pose new questions as to how we define complete retinal regeneration in the phototoxic lesion paradigm.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE180518.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee—Wayne State University.

## Author Contributions

AK designed, performed all experiments, and wrote the manuscript. KG performed all bioinformatic analysis and assisted in generation of the PCA plot in Figure 1 as well as editing of the manuscript. RT designed the experiments and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: A Comparative Analysis of Gene and Protein Expression Throughout a Full 28-Day Retinal Regeneration Time-Course in Adult Zebrafish
**Source:** Front Cell Dev Biol. 2021 Nov 1;9:741514. doi: 10.3389/fcell.2021.741514
**Supplement:** Supplementary file 1

**SUPPLEMENTAL METHODS**

**TUNEL**

A terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) assay was performed to detect DNA damage as previously described [1] using the ApoAlert™ DNA Fragmentation Assay Kit (TaKaRa, Kyoto, Japan) and biotinylated dNTPs (New England Biolabs, Ipswich, MD). AlexaFluor 488-conjugated Streptavidin (1:200, Invitrogen, Carlsbad, CA) was used for detection of incorporated biotinylated dNTPs and the slides were mounted and cover-slipped with Prolong Gold prior to imaging.

**SUPPLEMENTAL FIGURES**

**
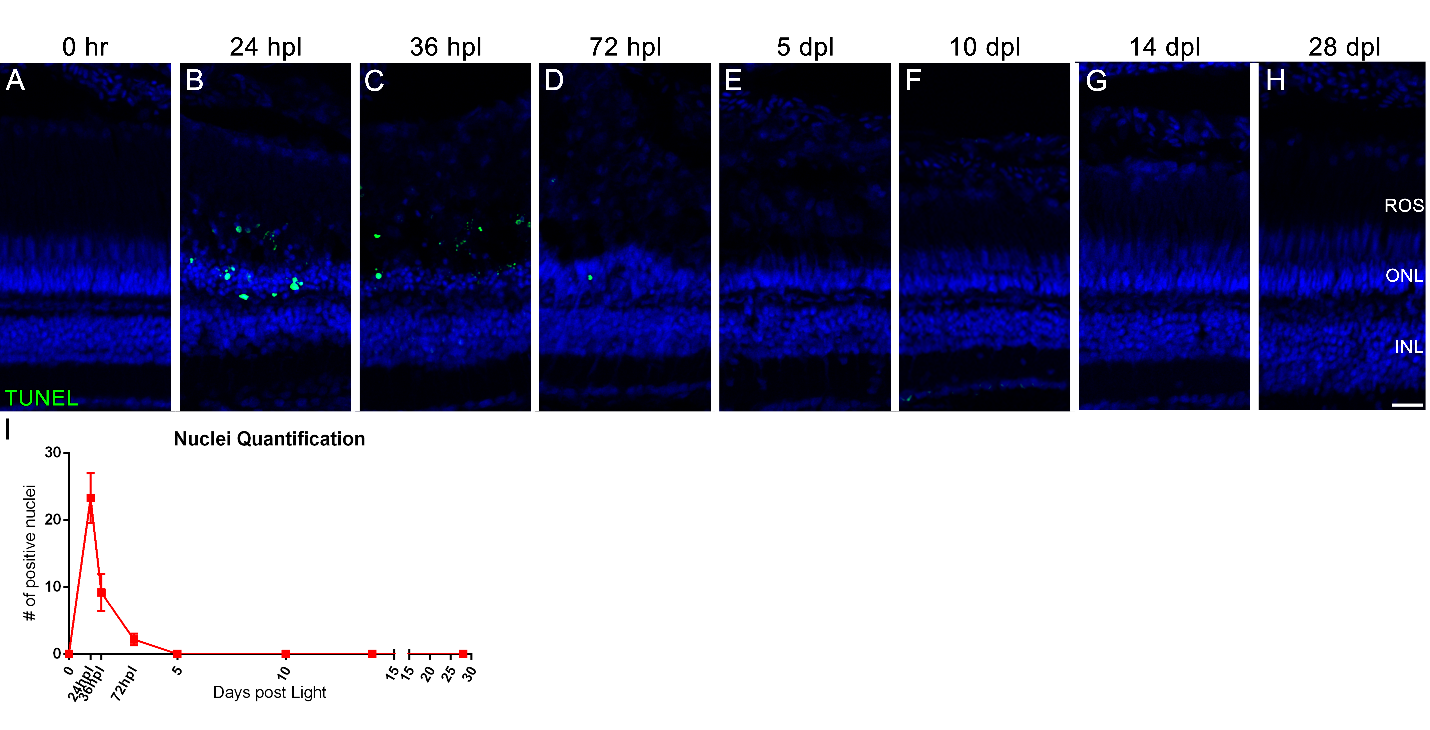
**

**Supplemental Figure 1. DNA damage peaks at 24-36hpl assessed by TUNEL assay.** A-H) DNA damage is demonstrated by TUNEL assay in these retinal sections collected at baseline (0hr) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl). A TUNEL assay was performed on all sections and labeled with a streptavidin-AF488 conjugated secondary antibody (green) and nuclei were stained blue with TO-PRO-3(blue). TUNEL positivity peaks at 24hpl and disappears by 72hpl. (I) Graph of hand-counted positive TUNEL nuclei in images of retinas spanning about ~300µm linear distance (n=6). Scale bar represents 5µm.

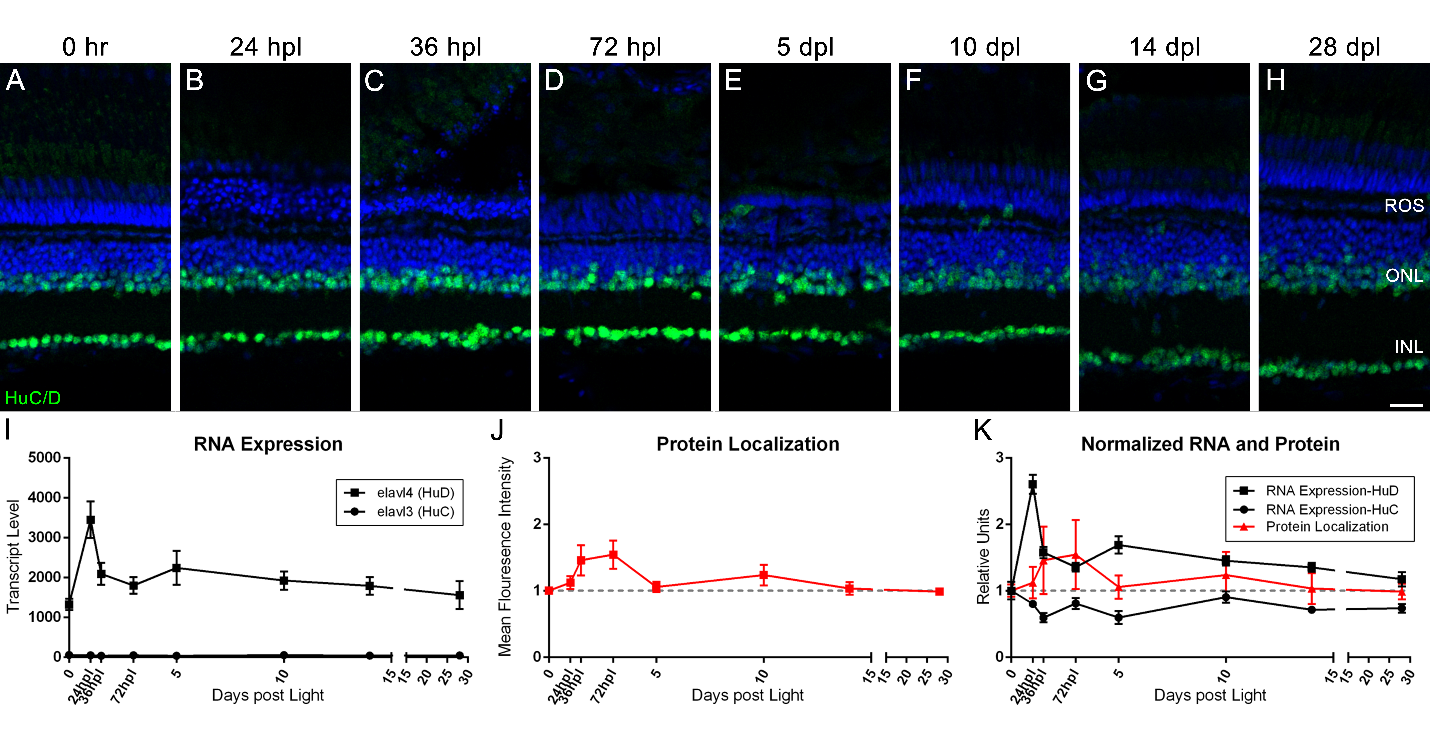

**Supplemental Figure 2. The inner nuclear layer remains intact with the phototoxic lesion protocol.** (A-H) Amacrine and ganglion cells located in the inner retina are relatively unaffected by the phototoxic lesion as demonstrated in these retinal sections collected at baseline (0hr) through 28 days post phototoxic lesion (dpl), hours post light are denoted (hpl). Sections are immunolabelled with HuC/D which is an antibody that stains for both of those antigens present on amacrine and ganglion _cells_. Nuclei were stained blue with TO-PRO-3 (n=5-6). (I) Graph of transcript pseudo-counts for *HuC* (*elavl3*) and *HuD* (*elavl4*) from 3’mRNA-seq of individual adult zebrafish retinas for each timepoint (n=6). *HuC* is expressed at much lower levels in the retina compared to *HuD*. (J) ImageJ pixel intensity quantification for the HuC/D signal in the confocal images normalized to 1, demonstrating relative intensity of protein localization within the retina. (K) Overlay of *HuC* and *HuD* RNA expression normalized to 1 and ImageJ protein localization normalized to one. This overlay indicates that the antigen likely to be representative of the genes expressed in these cell types in retinal tissue is likely the HuD­ component of the antibody. Scale bar represents 5µm.

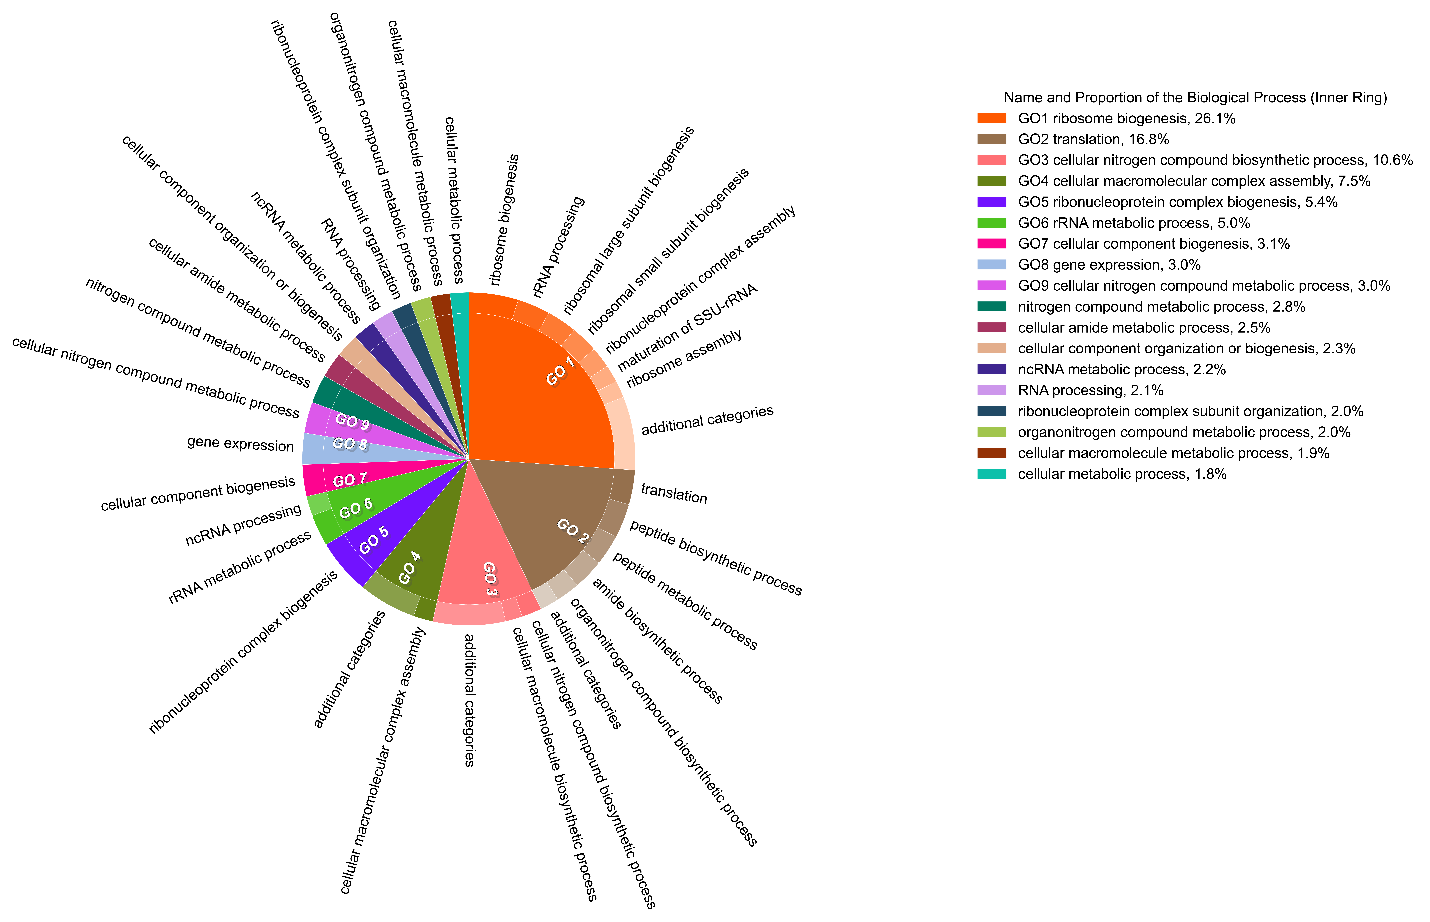

**Supplemental Figure 3. Gene Ontology analysis of early regeneration timepoints.** Gene Ontology (GO) was performed on the time-course analyses performed on the early response (24, 36 and 72hpl) subgroup of the eight original time points. All 350 GO terms with p<0.05 were run through the “Reduce and Visualize Gene Ontology” (REVIGO) software to remove redundant GO terms based on similarity. Circular Visualization plots were generated using the Circular Gene Ontology terms Visualisation (CirGO) algorithm displaying up to 20 of the most represented categories. Inner rings represent the hierarchical summary categories identified by the REVIGO software that contain the subcategories labelled in the outer rings. Keys below each graph represent labels for the inner ring categories. Subcategories within each inner-ring hierarchy are displayed as text in the outer ring. The early response CirGO plot is weighted heavily towards biochemical processes such as transcription and translation machinery.

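Ribosomal protein genes rose together at every early time (n = 6 retinas per group). The acidic ribosomal gene rplp1 was at 2248 ± 417 pseudo-counts at 0 h, 7542 ± 1322 at 24 hpl, 8724 ± 1916 at 36 hpl and 9239 ± 1015 at 72 hpl (log2 fold change 1.73, standard error 0.10, adjusted p = 2.4e-20 by edgeR's quasi-likelihood test at 24 hpl), and rpl35a rose by log2 1.46, 1.71 and 1.59. Of 78 cytosolic ribosomal protein genes, 77 were higher and 1 lower at 24 hpl, and the same numbers held at 36 and 72 hpl (77 and 1 adjusted over the list alone at each time). Their median log2 fold change was 1.44 at 24 hpl, 1.64 at 36 hpl and 1.70 at 72 hpl (camera adjusted p = 7.6e-53, 2.0e-53 and 3.2e-61). Most of these genes were lower at 0 h than in naïve retinas, so the rises are set against a lowered 0 h. Respiratory chain genes gave 12 higher and 7 lower of 92 at 24 hpl (11 and 7 adjusted over the list alone, camera adjusted p = 0.86).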

**
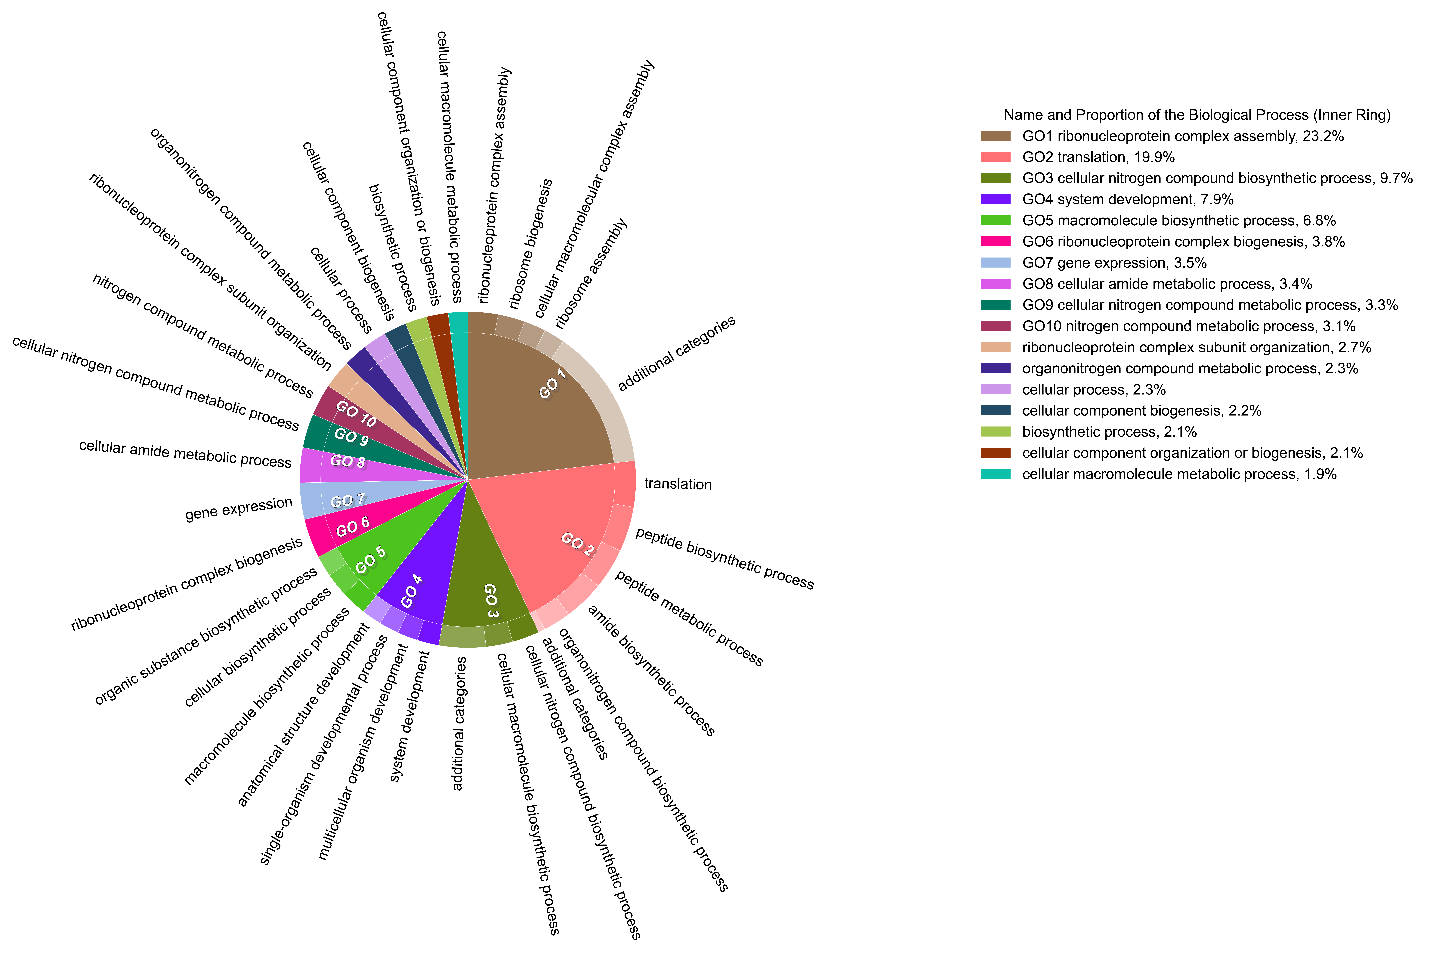
**

**Supplemental Figure 4. Gene Ontology analysis of mid-regeneration timepoints.** Gene Ontology (GO) was performed on the time-course analyses performed on the mid-regeneration (72hpl, 5, and 10dpl) subgroup of the eight original time points. All 350 GO terms with p<0.05 were run through the “Reduce and Visualize Gene Ontology” (REVIGO) software to remove redundant GO terms based on similarity. Circular Visualization plots were generated using the Circular Gene Ontology terms Visualisatio­n (CirGO) algorithm displaying up to 20 of the most represented categories. Inner rings represent the hierarchical summary categories identified by the REVIGO software that contain the subcategories labelled in the outer rings. Keys below each graph represent labels for the inner ring categories. Subcategories within each inner-ring hierarchy are displayed as text in the outer ring. The mid-regeneration plot contains many of the same transcription and translation processes as the early time points with an emphasis on RNA processing and the emergence of developmental processes.

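Ribosomal protein genes were still raised at 5 dpl and had come partway down by 10 dpl (n = 6 retinas per group). At 5 dpl 77 of 78 were higher and 1 lower than at 0 h (77 and 1 adjusted over the list alone, median log2 fold change 1.395, camera adjusted p = 6.6e-69), with rplp1 at 6901 ± 1634 pseudo-counts. From 5 to 10 dpl 1 rose and 64 fell (1 and 76 adjusted over the list alone, camera adjusted p = 3.1e-25, and adjusted p = 0.20 with an estimated correlation), with rpl13a at log2 −0.74 (adjusted p = 9.9e-8 by edgeR's quasi-likelihood test). Developmental genes overlapped with them: at 5 dpl the tubulin gene tubb5 and the progenitor gene marcksb were above 0 h by log2 4.08 and 2.94, and at 10 dpl 14 progenitor genes were higher and 2 lower of 45 (20 and 2 adjusted over the list alone, camera adjusted p = 2.3e-14).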

**
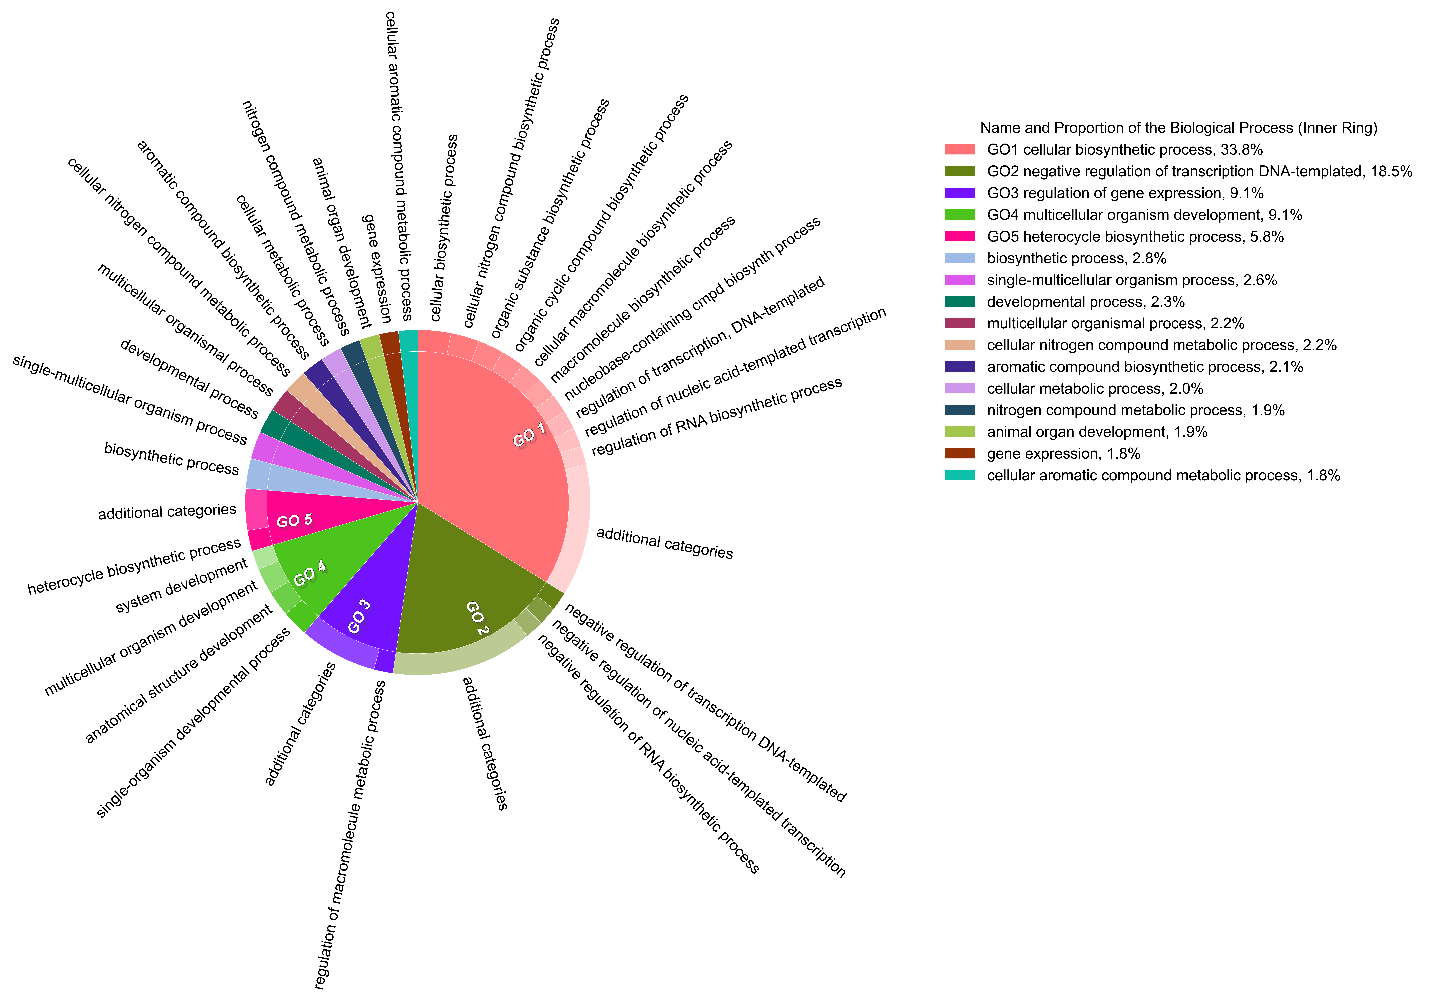
**

**Supplemental Figure 5. Gene Ontology analysis of late regeneration timepoints.** Gene Ontology (GO) was performed on the time-course analyses performed on the late regeneration (10, 14, and 28dpl) subgroup of the eight original time points. All 96 GO terms with p<0.05 were run through the “Reduce and Visualize Gene Ontology” (REVIGO) software to remove redundant GO terms based on similarity. Circular Visualization plots were generated using the Circular Gene Ontology terms Visualisation (CirGO) algorithm displaying up to 20 of the most represented categories. Inner rings represent the hierarchical summary categories identified by the REVIGO software that contain the subcategories labelled in the outer rings. Keys below each graph represent labels for the inner ring categories. Subcategories within each inner-ring hierarchy are displayed as text in the outer ring. Late time points represent a shift from producing gene expression machinery towards biosynthesis, regulation, further developmental processes, and importantly, negative regulation.

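At the late times respiratory chain genes were above their 0 h level and ribosomal genes came back toward it (n = 6 retinas per group). Against naïve retinas most genes of both lists were lower at 0 h and at 28 dpl, so these rises are set against a lowered 0 h. The complex I gene ndufv1 was at 186 ± 62.3 pseudo-counts at 0 h, 365 ± 77.2 at 10 dpl, 430.1 ± 87.3 at 14 dpl and 403 ± 125 at 28 dpl (log2 0.98, 1.23 and 1.098, adjusted p = 5.1e-7, 3.4e-9 and 3.5e-8 by edgeR's quasi-likelihood test). Of 92 respiratory chain genes 51 were higher and 0 lower at 10 dpl (74 and 0 adjusted over the list alone), 71 and 0 at 14 dpl (79 and 0 adjusted over the list alone) and 28 and 0 at 28 dpl (52 and 0 adjusted over the list alone). Camera's adjusted p was 1.0e-26, 5.4e-36 and 7.3e-23, and adjusted p = 0.077, 0.075 and 0.22 with an estimated correlation. Ribosomal genes were 75 higher and 0 lower of 78 at 10 dpl (76 and 0 adjusted over the list alone), 75 and 0 at 14 dpl (76 and 0 adjusted over the list alone) and 6 and 0 at 28 dpl (6 and 0 adjusted over the list alone, camera adjusted p = 6.6e-13, and adjusted p = 0.50 with an estimated correlation). Of 38 mitosis genes 0 were higher and 4 lower at 28 dpl (0 and 8 adjusted over the list alone, camera adjusted p = 9.9e-4, and adjusted p = 0.22 with an estimated correlation), with the kinesin gene kif4 at log2 −0.76 (adjusted p = 0.020 by edgeR's quasi-likelihood test).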

**Supplemental Table 1.** [File name > Table-1_Kramer_2021]

This table contains mapped read pseudocounts for all samples collected in this manuscript as well as pairwise comparison statistics for the dark-adapted 0hr dataset to each of the 7 tissue collection time-points throughout the time-course.

**REFERENCES**

1. Thomas, J.L., et al., *Reactive gliosis in the adult zebrafish retina.* Exp Eye Res, 2016. **143**: p. 98-109.

How the deposited data were processed for this re-analysis (not part of the article)

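The data are 3′ mRNA sequencing of single adult albino zebrafish retinas, 54 libraries in all, with 6 retinas in each of 9 groups: naïve, dark-adapted 0 h, 24, 36 and 72 hpl, and 5, 10, 14 and 28 dpl. Only files the authors deposited were used, and no reads were aligned here. The authors aligned the reads with STAR, counted them per gene with HTSeq and normalized them with edgeR, whose versions the paper does not give. Their tables of pairwise comparisons hold raw read counts per gene for the 48 libraries of the time-course, and these counts went into the tests against 0 h and of 10 against 5 dpl. A further table holds signal values that the authors made with edgeR from the counts, pseudo-counts scaled toward a common library size, for all 54 libraries, and these pseudo-counts give the levels printed for single genes. Totals of the pseudo-counts still differ between retinas. The log2 fold changes and log2 CPM in the authors' tables come from their own edgeR fit. From the same fit the authors deposited a score per gene, the likelihood ratio, and the p-values and FDR derived from it, and these served only for comparison. The naïve libraries have pseudo-counts only in the tables used, so the tests against them ran on these. Each table of counts has 15245 genes, of which 296 had no read in any of the 48 libraries, and 12 entries of the pseudo-count table that hold a date in place of a gene name were left out, which leaves 15233 genes in both.

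Counts were tested with edgeR 4.0.16 (quasi-likelihood F test, trimmed mean of M-values, a term for group and a term for experiment, dispersion estimated over all 48 libraries) in R 4.3.3. Pseudo-counts were tested with limma 3.58.1 (log2 of the value plus 1, moderated t-test with a mean-variance trend, 18 libraries, no experiment term). Genes with a value of at least 5 in at least 6 libraries were kept, which left 13075 and 11700 genes. A gene was called at a Benjamini-Hochberg adjusted p < 0.05 over the genes kept. The plan named limma for all comparisons and edgeR where raw counts turned out to be present, so limma on the pseudo-counts became an alternative for the time-course. Ratios of mean levels between chosen groups were tested with two-sided exact permutation tests of 6 against 6 retinas, adjusted over 26 tests, and opsins in the same way over 9 opsins per comparison, where the smallest possible p is 0.0022. Further tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

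Gene lists, 33 in number, were written from general knowledge of cell types and pathways before the data were examined, and tested with camera where at least 5 members were measured. Camera ran with a preset correlation of 0.01 between genes, and with a correlation estimated from the data as an alternative. Beside the count of list members called over all genes, the count adjusted over the list alone is given. They cover opsins, rods, cones, photoreceptor transcription factors, Müller glia, injury response, S phase, mitosis, neurogenic progenitors, microglia, neutrophils, T and B cells, interferon response, amacrine, ganglion, bipolar and horizontal cells, retinal pigment epithelium, lens, epidermis and cornea, muscle, erythrocytes, vessels, vitreous and matrix, digestive glands, hox genes, semaphorins and plexins, matrix proteases, sodium handling, heat shock, clock and light response, ribosomal proteins and respiratory chain.

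Genes are named by a rule: every gene the paper names in its text, up to 6 genes higher and 6 lower per comparison with the largest log2 fold change among those called with a mean of at least 50 in the higher group and no overlap between retinas, and up to 4 members with the smallest adjusted p per list spoken of. The top entries of the authors' supplementary tables and the paper's figures had been seen before this rule was written.

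Counts were simulated to see what the tests recover, from gene means, library sizes and dispersions of the real libraries, with set changes added. They held no difference between experiments and no correlation between genes, so false calls in the real data may be more frequent. Between 2 sets of libraries of the size of 28 dpl against 0 h, edgeR recovered 49% of genes changed 2-fold and 79% of those changed 4-fold and called 2 of 12691 unchanged genes. The values for 24 hpl against 0 h were 46% and 85%, with 3 of 12678, and for limma with naïve retinas 46% and 77%, with 7 of 11700. Of 20 lists of 30 genes, the 1 list changed 1.5-fold was called and 0 of the others were.

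Median totals of counted reads per library were 1653660 at 0 h, 1931600 at 24 hpl, 2415200 at 36 hpl, 2356640 at 72 hpl, 2410080 at 5 dpl, 1928520 at 10 dpl, 1787760 at 14 dpl and 1965220 at 28 dpl, and 2261800 in naïve retinas, where they were recovered from the pseudo-counts.

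The comparisons are each of 7 times after light against 0 h, 10 against 5 dpl, and 28 dpl and 0 h against naïve. Alternatives set before the data were examined vary the filter, the scaling, the variance model, the libraries in the fit, the experiment term, the pairing and the threshold. Those set later are limma on the pseudo-counts, edgeR on recovered reads, and the omission of 0 h replicate 5. Not analyzed here were the immunostaining and cell counts of the paper and its gene ontology categories, in place of which fixed lists were used.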

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

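Each group of retinas was screened for a retina far outside the others in read total or in the level of an opsin, gfap, pcna, mpeg1.1, elavl3 or elavl4, the experiments were compared for genes that respond differently, and the reads were scanned for genes of other tissues. Of 135 pairs of a group and a measure 15 gave a hit, where about 1 in 20, or 6.75, would by chance. The tests of the whole digestive list and of a low background behind the hox genes were set before their results were seen, and those of the 11 digestive members, of light damage, of depth and of separate sequencing after.

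Replicate 2 at 0 h, found in the scan for other tissues, held 0.148% of its reads on lens genes, where the other 0 h retinas held at most 0.0177%, and it enters every lens comparison with 0 h and the lens index below. Replicate 6 at 0 h held 1111500 counted reads, against 1614820 to 1906740 in the other 0 h retinas. Replicate 5 at 0 h held 17493 pseudo-counts of UV opsin opn1sw1, against 6197 to 9465 in the others. The same retina held 6259 of green opsin opn1mw2, 6715 of red opsin opn1lw1 and 713 of red opsin opn1lw2. Replicate 5 at 24 hpl held 11.3 pseudo-counts of opn1mw1 and 207 of opn1lw2, where the others held at most 1.98 and 29.2. Replicate 5 at 36 hpl held 859 of opn1sw1, against 307 to 503 in the others. Replicate 1 at 72 hpl held 3.1 of opn1mw1, where the others held at most 0.828. Replicate 2 at 5 dpl held 228611 counted reads, against 2042450 to 2958040 in the others. Replicate 4 at 5 dpl held 112 of opn1mw1 and 859.8 of opn1mw2. Replicate 6 at 10 dpl held 690.3 of opn1mw1, and replicate 5 at 14 dpl 1209. Replicate 3 at 28 dpl held 71981 of rho, against 55384 to 60370 in the others.

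The response against 0 h differed between experiments 1 and 2 in 10 genes at 24 hpl, 148 at 36 hpl, 102 at 72 hpl, 134 at 5 dpl, 8 at 10 dpl, 3 at 14 dpl and 59 at 28 dpl, and in 3 genes between 5 and 10 dpl (adjusted p < 0.05, interaction term in edgeR). The chaperone gene hsp70.3 differed by log2 4.98 at 36 hpl, 5.33 at 72 hpl and 4.99 at 5 dpl, and the macrophage gene mpeg1.1 by 3.29 at 72 hpl and 2.80 at 5 dpl, each with a larger rise in experiment 2.

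Digestive enzyme genes (amy2a, cpa1, cpa5, cpb1, ctrb1, ctrl, ela2l, ela3l, prss59.1, prss59.2 and try) held 0.121% ± 0.0223% of the reads in 23 retinas of experiment 1 and 0.445% in the other, 5 dpl replicate 2, against 0.00137% in experiment 2 and 0.000801% in naïve retinas. Over the whole digestive list the index of dispersion between the libraries of experiment 1 was 83.5, or 612% of that of the lens list, which speaks against reads of another sample for the list as a whole. For the 11 genes alone, a test chosen after that result, the index was 1.36, or 9.97% of the lens value, which is near what a constant addition of reads would give. Tissue of a single kind carried over at dissection could give it too, and as 612% and 9.97% point apart, carried-over tissue stays open. Their share at 0 h was 107% of that at 28 dpl, so time after light does not account for it. Reads of another sample or carried-over tissue may therefore lie behind these 11 genes, and the rises of digestive genes over naïve at 28 dpl rest mostly on experiment 1.

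The hox genes were higher than naïve not only at 28 dpl but at 0 h, with a median log2 fold change of 2.17 there, which rules out light damage and regeneration as the source. At 28 dpl the median was 2.73 with the retinas of experiment 1 alone and 1.28 with those of experiment 2 alone. Odorant, trace amine and taste receptor genes, which a retina is not known to use, held 3.62 times as many reads scaled to library size at 28 dpl as in naïve retinas, so a low background of reads from genes of other tissues fits and could account for the hox genes. Median depth of the naïve libraries was 1.15 times that of 28 dpl, which rules out a lack of reads in the naïve retinas. By the names of the read files 0 naïve libraries belong to experiment 1 or 2. The authors' sample list gives naïve libraries a lane other than that of experiment 2, and gives experiment 1 both lanes. Lane thus goes with group, and whether a sequencing run was shared is not stated, so separate sequencing could not be tested.

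For each comparison the 12 libraries were also split into 6 and 6 at random, 100 splits with the real one included, and the genes called in a fit of these libraries alone were counted. The median of the other splits was 0 genes in every comparison. The highest of them kept 10 of 12 retinas in their real grouping, except in 10 against 5 dpl, where it kept 6. In each of the 10 comparisons 1 of 100 splits, the real one, called as many genes as the real one: 4524 against at most 1270 in 24 hpl against 0 h, 5908 against at most 2676 in 36 hpl, 5518 against at most 1283 in 72 hpl, 2408 against at most 1050 in 5 dpl, 1269 against at most 1 in 10 dpl, 1643 against at most 782 in 14 dpl, 926 against at most 424 in 28 dpl, 785 against at most 103 in 10 against 5 dpl, 3924 against at most 951 in 28 dpl against naïve retinas, 5626 against at most 878 in 0 h against naïve retinas.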

How the results depend on the processing

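Alternatives were set before the data were examined, except limma on pseudo-counts, edgeR on recovered reads and the omission of 0 h replicate 5, which were chosen after results had been seen. Over 1512 results for named genes, 18327 of 19297 alternatives left the call as it was, 778 were weaker, 183 stronger and 9 reversed, and over 131 results for gene lists 662 of 786 were the same and 124 weaker.

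Direction turned in experiment 2 alone for cahz (log2 0.27 at 24 hpl and 0.37 at 36 hpl), crybb2 (1.596 at 14 dpl and 1.07 at 28 dpl) and ccne2 (−0.28 at 28 dpl), and the cause was not tested. The fit of experiment 2 leaves out 0 h replicate 2, which stood apart in lens reads (0.148%), and crybb2 is a lens gene. Direction also turned under quantile normalization at 28 dpl against naïve for opn1lw1 (0.0912), opn1sw2 (0.38) and rho (0.24), and at 0 h against naïve for rho (0.48), where the cause was not tested.

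Genes called at adjusted p < 0.05 with an absolute log2 fold change of at least 1 numbered 2438 at 24 hpl, 3554 at 36 hpl, 3076 at 72 hpl, 1892 at 5 dpl, 439 at 10 dpl, 524 at 14 dpl, 366 at 28 dpl, 529 for 10 against 5 dpl, 2115 for 28 dpl against naïve and 3685 for 0 h against naïve, as a second condition can only remove genes. At an unadjusted p < 0.05 with at least 2 they numbered, in the same order, 667, 930, 846, 472, 140, 145, 106, 145, 615 and 1171. At an unadjusted p < 0.002 the counts were 2478 for 28 dpl against naïve and 4038 for 0 h against naïve. With experiment 1 alone, which leaves fewer retinas, they were 4033 at 36 hpl, 2070 at 5 dpl, 689 at 10 dpl, 664 at 14 dpl, 680 at 28 dpl and 754 for 10 against 5 dpl. With experiment 2 alone they were 757 at 10 dpl, 920 at 14 dpl, 487 at 28 dpl, 1444 for 28 dpl against naïve and 3972 for 0 h against naïve. Without the experiment term they were 763 at 10 dpl, 842 at 14 dpl, 489 at 28 dpl and 1086 for 10 against 5 dpl, and the cause was not tested. With only the libraries of the compared groups they were 2408 at 5 dpl and 785 for 10 against 5 dpl. Other comparisons lose retinas in the same way and moved less, with 1269 in place of 1296 at 10 dpl and 926 in place of 1056 at 28 dpl. Both comparisons that dropped most hold the shallow replicate 2 at 5 dpl, and the cause was not tested.

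Gene lists passing camera with an estimated correlation were 2 in place of 15 at 10 dpl, 0 of 7 at 14 dpl, 1 of 12 at 28 dpl, 0 of 12 at 28 dpl against naïve and 0 of 13 at 0 h against naïve, and 7 in place of 12 at 28 dpl against naïve with experiment 2 alone. On the principal components 24 hpl retinas lay 13.0 times as far from 0 h as 28 dpl retinas did, and 15.7 and 14.2 times in experiments 1 and 2 alone, where 0.1 is the smallest exact p that 3 against 3 retinas allow. The ratio was 17.3 with the top 100 genes, 10.7 with a larger top set than the 200 used and 2.28 with all genes kept. Opsins called at 28 dpl against 0 h were 3 in place of 6 in experiment 2 alone. Without 5 dpl replicate 2 the counts were 5084 at 24 hpl, 6408 at 36 hpl, 5866 at 72 hpl, 4498 at 5 dpl, 1636 at 10 dpl, 2105 at 14 dpl, 1488 at 28 dpl and 1874 for 10 against 5 dpl. The replicate numbers do not pair retinas across groups: the median correlation of residuals between equal numbers was −0.009 and 4 of 48 retinas lay closest to their own number. Not run were other pseudocounts and quantile normalization for the count comparisons, and DESeq2 for the naïve ones.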

Differences from the paper's values

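Values here come from the deposited tables, with the tests and alternatives set before the data were examined unless stated.

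Red opsin opn1lw2 rose over 0 h by 10 dpl by a factor of 8.04, against more than 2000 in the paper, and every alternative set before the data were examined gave 7.81 to 8.39, while as a difference its mean went from 369 to 2979 pseudo-counts, a rise of more than 2000. For gfap at 72 hpl the paper gives a peak of 4 times, whereas here it stood at 11.6 times 0 h, with 10.2 to 14.2 under the alternatives, and at 3.24 times its 24 hpl level. For 28 dpl against naïve the paper's figure shows about 620 genes lower in Fig. 7E, read by eye, and about 2700 higher in Fig. 7E, read by eye, where the text sets p < 0.002 and the figure legend p < 0.05. At p < 0.002 1188 genes were lower and 1290 higher here, and of the alternatives set before the data were examined quantile normalization (788) and experiment 2 alone (501) do not differ from the paper for the lower genes, while none does so for the higher ones (402 to 1636). At p < 0.05 2598 were lower, with 1678 to 3085 under the alternatives, all apart from the paper, and 2928 were higher, within 1.5 times of the figure, as were the alternatives except a mean of at least 20 (1623) and experiment 2 alone (1366). With edgeR's quasi-likelihood test on recovered reads, chosen after the data were seen, 904 were lower and 1430 higher at an unadjusted p < 0.002.

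The paper has rhodopsin surpass its 0 h level, and at 28 dpl with all retinas it was not distinguishable from 0 h, as the paper itself has it in its comparison with naïve retinas. Without 0 h replicate 5 all 9 opsins, rho among them, had an unadjusted exact permutation p < 0.05 against 0 h at 28 dpl. That omission was chosen after results had been seen, and the model test then called 5 opsins in place of 6. Blue opsin opn1sw2 and green opsin opn1mw2 did not pass the model test against 0 h at 28 dpl, although the exact tests passed. Of the genes apart from 0 h at 28 dpl the paper counts more lower than higher, 452 against 345, as does the authors' deposited table, whereas 342 were lower and 484 higher here. Among larger changes the balance here was that of the paper, with 191 lower and 175 higher at adjusted p < 0.05 and an absolute log2 fold change of at least 1, and 65 and 41 at an unadjusted p < 0.05 with at least 2 (edgeR's quasi-likelihood test). UV opsin opn1sw1 is described as above all other cone opsins, which held at 0 h and from 10 dpl but not from 24 hpl to 5 dpl. The paper reads gfap, pcna and elavl4 as little touched by dark adaptation, and by pseudo-counts all were lower at 0 h than in naïve retinas. Limma called 6255 of 11700 tested genes between these groups, so a difference there was common. The paper has pcna and the Hu genes back at the naïve level at 28 dpl, where pcna, elavl3 and elavl4 were lower. In both comparisons an effect of condition cannot be told apart from separate handling of the naïve retinas. Both also depend on the scaling, as the median pseudo-count total was 2653820 in naïve retinas, 1826340 at 0 h and 2041940 at 28 dpl. The peak of pcna at 36 hpl was not distinguishable from its level at 72 hpl. Visual categories vanish from the paper's comparison of 28 dpl with naïve, while rod and cone genes were lower there with a preset correlation, a call lost with an estimated correlation. In its results on naïve retinas the paper counts green opsin opn1mw2 among the paralogs that are not dominant, yet on average it was the most abundant at 0 h and the paralog that stayed below naïve, as the paper's discussion and figure legend have it.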

Other observations

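Among sodium transport genes, which keep up the dark current and the membrane potential, more were lower than higher after light through 5 dpl. The sodium pump subunit gene atp1b2b was at log2 −2.85 at 24 hpl, −3.54 at 36 hpl, −3.70 at 72 hpl and −1.38 at 5 dpl (adjusted p at most 1.1e-10 by edgeR's quasi-likelihood test, n = 6 retinas per group), and the chloride exporter gene slc12a5b at −2.01, −1.56 and −1.76 at the first 3 times. The list held 4 higher and 22 lower of 63 (4 and 22 adjusted over the list alone, camera adjusted p = 0.0047) at 24 hpl, 3 higher and 37 lower of 63 (3 and 38 adjusted over the list alone, camera adjusted p = 6.4e-6) at 36 hpl, 2 higher and 29 lower of 63 (2 and 32 adjusted over the list alone) at 72 hpl and 3 higher and 18 lower of 63 (4 and 21 adjusted over the list alone) at 5 dpl. From 5 to 10 dpl it held 8 higher and 0 lower of 63 (8 and 0 adjusted over the list alone, camera adjusted p = 0.0042).

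Genes of the pigment epithelium and of melanosomes were higher at the late times than at 0 h, with rdh5, a retinoid dehydrogenase gene, at log2 1.77 at 10 dpl and 2.16 at 14 dpl, and rgra, an opsin of the pigment epithelium, at 1.39 and 1.79 (adjusted p at most 1.7e-5 by edgeR's quasi-likelihood test). The list held 10 higher and 0 lower of 22 (11 and 0 adjusted over the list alone, camera adjusted p = 5.9e-7, and adjusted p = 0.054 with an estimated correlation) at 10 dpl, 12 higher and 0 lower of 22 (12 and 1 adjusted over the list alone, camera adjusted p = 8.4e-9, and adjusted p = 0.061 with an estimated correlation) at 14 dpl and 4 higher and 0 lower of 22 (9 and 0 adjusted over the list alone, camera adjusted p = 3.3e-4, and adjusted p = 0.22 with an estimated correlation) at 28 dpl. At 0 h it held 1 higher and 13 lower of 19 (1 and 13 adjusted over the list alone, camera adjusted p = 0.014, and adjusted p = 0.56 with an estimated correlation) against naïve retinas, so its late level is set against a lowered 0 h. The fish are albino and the pigment epithelium clings to the retina, so how much of it came along at dissection may have varied, and at 28 dpl against naïve the list held 1 higher and 1 lower of 19 (1 and 0 adjusted over the list alone, camera adjusted p = 0.35), while without 0 h replicate 5 the log2 fold change of tyrp1b at 28 dpl was 1.61.

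Some genes of inner retinal neurons fell early as well, and their lists gave mixed calls. The bipolar channel genes trpm1a and trpm1b were at log2 −1.67 and −2.18 at 24 hpl, with 2 higher and 11 lower of 23 (2 and 13 adjusted over the list alone, camera adjusted p = 0.0017, and adjusted p = 0.093 with an estimated correlation) bipolar genes, and the horizontal cell genes ndrg1a and ompa were at −2.16 and −1.89 at 36 hpl, with 1 higher and 11 lower of 15 (1 and 11 adjusted over the list alone, camera adjusted p = 0.010) horizontal cell genes. At 72 hpl the progenitor-linked horizontal cell factors onecut1 and prox1a were at log2 1.65 and 1.55 (adjusted p = 7.7e-13 and 1.1e-12 by edgeR's quasi-likelihood test). At 24 hpl amacrine genes held 2 higher and 14 lower of 26 (2 and 16 adjusted over the list alone, camera adjusted p = 0.046, and adjusted p = 0.42 with an estimated correlation), horizontal cell genes 2 higher and 8 lower of 15 (2 and 8 adjusted over the list alone, camera adjusted p = 0.11) and ganglion cell genes 6 higher and 7 lower of 25 (6 and 7 adjusted over the list alone, camera adjusted p = 0.74). Ganglion cell genes held 6 higher and 0 lower of 25 (6 and 0 adjusted over the list alone, camera adjusted p = 0.0079, and adjusted p = 0.054 with an estimated correlation) at 10 dpl.

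Among vessels, the claudin genes cldn5a and cldn5b of the blood-retina barrier rose, to log2 2.497 and 3.43 at 36 hpl, while the water channel gene aqp8a.1 was at −3.13 (adjusted p at most 1.7e-9 by edgeR's quasi-likelihood test), and the vessel list held 3 higher and 8 lower of 23 (3 and 8 adjusted over the list alone, camera adjusted p = 0.60). Matrix proteases and cathepsins held 12 higher and 3 lower of 32 (12 and 3 adjusted over the list alone, camera adjusted p = 0.015, and adjusted p = 0.14 with an estimated correlation) at 24 hpl, with the gelatinase gene mmp9 at log2 3.89. T and B cell genes held 0 higher and 3 lower of 13 (0 and 1 adjusted over the list alone, camera adjusted p = 0.50) at 24 hpl, erythrocyte genes 0 higher and 1 lower of 11 (0 and 0 adjusted over the list alone, camera adjusted p = 0.44), lens genes 2 higher and 6 lower of 20 (2 and 6 adjusted over the list alone, camera adjusted p = 0.96), epidermis and cornea genes 6 higher and 6 lower of 29 (6 and 8 adjusted over the list alone, camera adjusted p = 0.86), matrix genes 3 higher and 9 lower of 34 (3 and 9 adjusted over the list alone, camera adjusted p = 0.084), digestive genes 2 higher and 0 lower of 16 (2 and 0 adjusted over the list alone, camera adjusted p = 0.44) and semaphorin genes 4 higher and 6 lower of 29 (4 and 6 adjusted over the list alone, camera adjusted p = 0.19). Muscle genes held 0 higher and 0 lower of 30 at 24 hpl by edgeR's quasi-likelihood test, with 5 at an unadjusted p < 0.05. At 28 dpl against naïve the muscle list held 11 higher and 0 lower of 24 (11 and 0 adjusted over the list alone, camera adjusted p = 0.0041, and adjusted p = 0.32 with an estimated correlation), with mybpc2a, a myosin binding gene, at log2 1.43 and 2.04 at 0 h (adjusted p = 6.4e-5 and 2.3e-7 by limma).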
